# Ferroptosis Induction in Multiple Myeloma Cells Triggers DNA Methylation and Histone Modification Changes Associated with Cellular Senescence

**DOI:** 10.3390/ijms222212234

**Published:** 2021-11-12

**Authors:** Emilie Logie, Bart Van Puyvelde, Bart Cuypers, Anne Schepers, Herald Berghmans, Jelle Verdonck, Kris Laukens, Lode Godderis, Maarten Dhaenens, Dieter Deforce, Wim Vanden Berghe

**Keywords:** ferroptosis, multiple myeloma, DNA methylation, iron, histone post-translational modifications, epigenome

## Abstract

Disease relapse and therapy resistance remain key challenges in treating multiple myeloma. Underlying (epi-)mutational events can promote myelomagenesis and contribute to multi-drug and apoptosis resistance. Therefore, compounds inducing ferroptosis, a form of iron and lipid peroxidation-regulated cell death, are appealing alternative treatment strategies for multiple myeloma and other malignancies. Both ferroptosis and the epigenetic machinery are heavily influenced by oxidative stress and iron metabolism changes. Yet, only a limited number of epigenetic enzymes and modifications have been identified as ferroptosis regulators. In this study, we found that MM1 multiple myeloma cells are sensitive to ferroptosis induction and epigenetic reprogramming by RSL3, irrespective of their glucocorticoid-sensitivity status. LC-MS/MS analysis revealed the formation of non-heme iron-histone complexes and altered expression of histone modifications associated with DNA repair and cellular senescence. In line with this observation, EPIC BeadChip measurements of significant DNA methylation changes in ferroptotic myeloma cells demonstrated an enrichment of CpG probes located in genes associated with cell cycle progression and senescence, such as Nuclear Receptor Subfamily 4 Group A member 2 (NR4A2). Overall, our data show that ferroptotic cell death is associated with an epigenomic stress response that might advance the therapeutic applicability of ferroptotic compounds.

## 1. Introduction

Multiple myeloma (MM) is an incurable adult blood cancer characterized by uncontrolled growth of plasma cells within the bone marrow. More than 30,000 adults are diagnosed with MM every year, making it the second most common hematological malignancy after non-Hodgkin lymphoma [1]. Although therapeutic advancements over the last few decades have significantly improved the prognosis and progression-free survival of MM patients [2], the high relapse rate remains a major challenge to improve treatment outcome. In most cases, the disease is characterized by a repeating pattern of remission and relapse periods during which patients receive multiple different treatment regimens, ultimately resulting in complete treatment failure. The need to find alternative therapeutic strategies to overcome (acquired and primary) therapy resistance therefore remains a pressing matter. Myelomagenesis is frequently promoted by primary and secondary (epi)mutational events. Besides the well-catalogued genetic alterations, including chromosomal translocations and hyperdiploidy, epigenetic aberrations such as changes in DNA methylation [3,4], histone modifications [5,6], and abnormal microRNA (miRNA) expression [7,8] have been linked to MM pathogenesis. Interestingly, several studies have shown that epigenetic alterations can mediate drug resistance [9,10,11] and that rewriting the abnormal epigenetic code in MM, i.e., by epigenetic drugs, might offer novel therapeutic options [12,13]. Epigenetic compounds, including decitabine, 5-aza-2′-cytidine, and vorinostat, have indeed demonstrated potent anti-myeloma activity [14,15,16].

Ferroptosis is a form of regulated cell death (RCD) that is currently being explored as a therapeutic strategy for treatment of malignant tumors, including B-cell malignancies [17,18,19]. In contrast to other modes of RCD, such as apoptosis, ferroptosis relies on intracellular increases in free iron levels and lipid peroxidation to promote cell death [20]. Given that most tumors already exhibit high basal oxidative stress levels and an altered iron metabolism due to their increased proliferation capacity, ferroptosis induction might further be exploited to exhaust the tumoral antioxidant defense mechanisms and overcome multi-drug resistance [21]. Intriguingly, although several genes (e.g., SLC7A11, GPX4, HMOX1, ACSL4) have already been identified as key players in ferroptotic cell death, the involvement of nuclear events and epigenetic regulatory mechanisms remain largely unexplored. Only a handful of epigenetic enzymes and modifications, including KDM3B, LSH, and monoubiquitination of H2A-B, have been described as regulators of ferroptosis [22,23,24,25,26,27,28]. This is surprising since, similar to ferroptosis, the epigenetic machinery is heavily influenced by oxidative stress and the iron metabolism. Indeed, the activity of many epigenetic enzymes, including JmjC-domain-containing histone demethylases (JHDMs) and ten-eleven translocation (TET) DNA demethylases, is highly dependent on the availability of iron [29,30,31]. Similarly, hydroxyl radicals, produced during Fe^2+^-dependent Haber–Weiss reactions taking place in ferroptotic cells [32], can produce methyl radicals and cause non-enzymatic methylation of cytosine and guanidine residues in the DNA and directly impact methylome changes [33]. Finally, inhibition of cystine import by ferroptosis inducer erastin triggers the activation of the transsulfuration pathway [34], and might limit the availability of the methyl donors required for DNA and histone methylation [35,36]. Because epigenetic alterations often contribute to the development of therapy resistance and the malignant transformation of cancer cells, a better understanding of the interplay between ferroptotic cell death and epigenomic changes might further elucidate the therapeutic potential of ferroptotic compounds. In this study, we therefore combined RNA sequencing, LC-MS/MS, pyrosequencing, and EPIC BeadChip analysis to characterize the epigenetic changes taking place in therapy-resistant and -sensitive ferroptotic MM1 cells.

## 2. Results

### 2.1. Glucocorticoid-Sensitive and -Resistant MM1 Cells Exhibit a Similar Transcriptome Stress Response upon Ferroptotic Cell Death Induction

Acquired and primary therapy resistance remains a major hurdle in clinical treatment of MM. Despite the availability of broad-spectrum anti-cancer drugs, including glucocorticoids (GCs), proteasome inhibitors (PIs), and immunomodulatory drugs (IMiDs), most MM patients eventually relapse and become refractory to current treatments [37]. Therefore, we explored whether therapy-resistant MM cells are sensitive to ferroptosis induction, an iron-catalyzed mode of cell death associated with increased lipid peroxidation. In this study, we exposed GC-resistant (MM1R) and GC-sensitive (MM1S) MM1 cells to different ferroptosis inducers and evaluated their effect on cell viability (Figure 1a). Although both cell lines have the same origin, MM1R cells are known to be resistant to GC-mediated apoptosis due to their defective GC receptor (GR) and lack of GR expression. We observed that all compounds successfully induced cell death in both cell lines and that GPX4 inhibitor RSL3 was most potent, with IC50 values ranging between 2.82 µM and 6.31 µM (Figure 1b). RSL3-induced cell death could be fully prevented by pre-treatment with ferroptosis inhibitor ferrostatin-1 (Fer-1), but not by pre-treatment with necrostatin-1 (Nec) or ZVAD-FMK, which are necroptosis and apoptosis inhibitors, respectively (Figure 1c). Of note, pre-treatment with Fer-1 does not impact or reverse dexamethasone sensitivity of MM1 cells and indicates that other modes of RCD are involved in mediating GC-triggered cell death (Supplementary Figure S1). Similarly, only ZVAD-FMK was able to partially rescue cell death induced by Withaferin A (WA) (Figure 1d), a natural steroidal lactone that has previously been reported to display both apoptotic- and ferroptotic-mediated anti-cancer properties [38,39,40]. This suggests that in our MM cell model, WA promotes apoptotic rather than ferroptotic cell death. Indeed, although flow cytometry analysis revealed that RSL3-induced cell death was accompanied by an increase in lipid peroxidation after 3 h of treatment (Supplementary Figure S2a,b), this was not observed in cells incubated with WA (data not shown). The cell death modality induced by WA might therefore be highly dependent on cell type and context.

To characterize transcriptional changes taking place in early ferroptotic MM1 cells, RNA sequencing analysis of RSL3-treated MM1 cells was performed and compared to untreated controls. 

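The RNA sequencing libraries came from MM1S cells, a human multiple myeloma line that is sensitive to glucocorticoids, and from MM1R cells, its glucocorticoid-resistant counterpart. In each line, cells were left untreated, treated with 5 µM RSL3 for 3 h, or pre-treated with 2 µM Fer-1 for 2 h before RSL3. RSL3 inhibits GPX4, the enzyme that reduces lipid peroxides, and Fer-1 (ferrostatin-1) blocks lipid peroxidation. This gave 6 groups of 3 libraries. Replicates 1, 2 and 3 were taken at passages 4, 6 and 7 of MM1R cells and at passages 16, 22 and 23 of MM1S cells, so that each passage holds a library of every treatment and no passage number is shared between the lines. The authors aligned paired-end reads to the human genome build hg19 with STAR and deposited raw read counts on 43735 genes, named by symbol, with a second table in which each count is divided by a size factor of its library. The raw counts were used here. Total counts per library lay between 17635438 and 19368343, with a median of 18564719. In MM1R cells, the totals ranged from 17817681 to 18525410 (median 18488722) without treatment, from 18289078 to 18962868 (median 18932507) with RSL3 and from 18352869 to 19025112 (median 18644521) with Fer-1 and RSL3. In MM1S cells, the corresponding ranges were 18585840 to 19368343 (median 18777280), 17635438 to 18582237 (median 18547201) and 18498876 to 18711840 (median 18543995). The depth was thus nearly the same in all groups. Genes with low counts were removed with edgeR's filterByExpr, which kept 14281 genes that hold 99.9% of all counts. After TMM normalization, all 18 libraries were fitted in one model with a mean for each group, which leaves 12 residual degrees of freedom, and groups were compared with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment (FDR). A gene with an FDR under 0.05 and a log2 fold change above 1 in either direction was counted as a DEG. Expression is given in CPM (counts scaled by library size) as mean ± SD over the 3 libraries of a group. Groups in which every library had 3 counts or fewer of a gene were taken as being at the floor, and a fold change against them is given as a lower bound. Reads without molecular identifiers are not independent molecules, so this floor covers counting error only. Replicate libraries differed by more than the sampling noise, with a chi-square per degree of freedom of 8.26 to 171 between the libraries of a group. As a check of the labels, the glucocorticoid receptor gene NR3C1 (hg19 chromosome 5, 142657496 to 142815077) was at 14.4 ± 0.526 CPM in untreated MM1R cells and at 113 ± 33.9 CPM in untreated MM1S cells, a log2 fold change of -2.97 (standard error 0.52, FDR = 0.00193). The library labelled MM1R Fer-1 + RSL3 replicate 2 differed from the other two of its group, with 50.2 CPM of NR3C1 against 16.9 and 15.3. This library was scored on 17 genes that the MM1S libraries expressed at least 8-fold above the other MM1R libraries. It lay at a median of 49.3% of the way from the untreated MM1R to the untreated MM1S level (interquartile range 41.9 to 56.8%). The other 17 libraries, each scored on its own genes higher in the opposite line, lay at -2.04 to 4.80% of the way to that line. Values of MM1R cells given Fer-1 and RSL3 are therefore read with replicate 2 in mind.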

Using selection criteria of FDR < 0.05 and logFC > | 1 |, changes in gene expression patterns in both MM1S and MM1R cells were shown to be highly similar (Figure 2a,b). 

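By these criteria, RSL3 changed 171 genes in MM1R cells and 230 genes in MM1S cells against untreated cells (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). At an unadjusted p under 0.05 the numbers were 2639 and 2779 of the 14281 genes tested. The counts moved most with the threshold and the libraries in the fit. With the FDR threshold of 0.5 given in the methods section they were 716 and 787, and with only the 6 libraries of MM1S cells in the fit the count for this line was 3 (GCLM, MSC and SRXN1). With only the untreated and RSL3 libraries of MM1R cells in the fit, the count for that line rose, to 238. With the passage as a block, 410 genes were DEGs in MM1R cells and 387 in MM1S cells. Leaving out 1 library at a time gave 52 (without MM1R untreated replicate 1) to 341 DEGs (without MM1S RSL3 replicate 1) in MM1R cells and 52 (without MM1S untreated replicate 1) to 469 DEGs (without MM1S RSL3 replicate 3) in MM1S cells. The 2 lines share no library, so their fold changes were measured independently of each other. Across the 252 genes with an FDR under 0.05 in both lines, the log2 fold changes had a Pearson r of 0.985 (Spearman rho 0.982), and all 252 changed in the same direction. Selection in both lines favours such genes. Across the 752 genes with an FDR under 0.05 in either line, r was 0.945 (rho 0.919) and 746 genes (99.2%) changed in the same direction. Across all tested genes, r was 0.765 (rho 0.636) and 73.0% changed in the same direction. These correlations are across genes, which are not independent replicates, and no p-value is attached to them. The difference between the lines was also tested directly, as the interaction of cell line and RSL3. It gave 0 DEGs, 222 genes (1.55%) at an unadjusted p under 0.05 and a smallest FDR of 1. A calibrated test without any difference would give a share near 0.05. The test thus looks conservative, and 0 DEGs do not show that the lines respond alike. Among the genes with the smallest p, ENTPD3-AS1 had a log2 fold change of 1.26 (FDR = 0.0278) in MM1R cells and -0.82 (FDR = 0.156) in MM1S cells, and HES1 of 1.11 (FDR = 0.0396) and -0.71 (FDR = 0.183), by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Without the filter on low counts, 27 genes differed between the lines, HES1 among them.

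**Figure D1:**
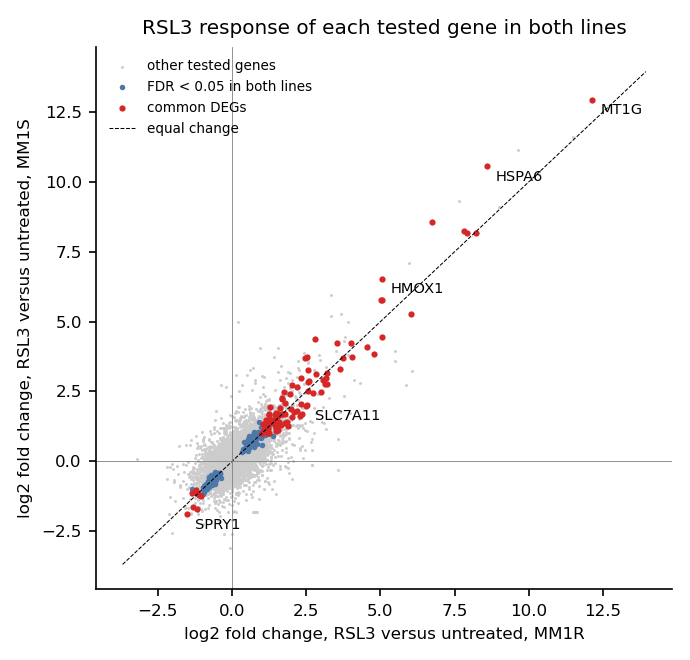
Log2 fold change of RSL3-treated against untreated cells in MM1R cells (x axis) and MM1S cells (y axis) for the 14281 genes tested, each point a gene. Blue points are genes with an FDR under 0.05 in both lines, red points are common DEGs and grey points the other genes. The dashed line marks equal change.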

A total of 616 common significant differentially expressed genes (DEGs) could be identified, the majority of which (540 DEGs) were found to be upregulated upon ferroptosis induction (including FTH1, FTL, CHAC1, HSPB1, SLC7A11, and HMOX [40,41,42,43]) (Supplementary Figure S3a,b)). 

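Both lines had 105 DEGs in common, 96 of them (91.4%) upregulated and 9 downregulated, and 0 genes were DEGs in opposite directions (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). For each of these 105 genes, the 3 RSL3 libraries lay on one side of the 3 untreated libraries in both lines, which chance gives for 10% of genes in a single line when they are not selected, and which their selection on these libraries favours. The union of the DEGs of both lines held 296 genes. Of the alternatives, fitting each line by itself moved the number of common DEGs most, to 3. It was 289 without the filter on low counts, 215 with the passage as a block and 182 with DESeq2, and between 36 (without MM1S untreated replicate 1) and 161 (without MM1S RSL3 replicate 3) with 1 library left out. Of the 27 genes that the paper's text and figures name, 8 were DEGs in MM1R cells and 12 in MM1S cells, and 13 and 15 when adjusted over the list alone. Since the study chose many of these genes on the same samples, the latter counts are not independent evidence. SLC7A11, the cystine transporter gene (hg19 chromosome 4, 139085251 to 139163503), rose from 8.93 ± 2.63 to 51.2 ± 12.5 CPM in MM1R cells (log2 fold change 2.52, standard error 0.36, FDR = 0.00309) and from 18.1 ± 11.6 to 72.6 ± 8.66 CPM in MM1S cells (2.01, standard error 0.34, FDR = 0.00612). HMOX1 (chromosome 22, 35776354 to 35790207) rose from 18.9 ± 6.04 to 628 ± 672 CPM in MM1R cells (log2 fold change 5.05, standard error 0.80, FDR = 0.00467) and from 11.0 ± 2.08 to 1014 ± 1114 CPM in MM1S cells (6.53, standard error 0.86, FDR = 0.00177). Its RSL3 libraries varied widely, at 237, 243 and 1404 CPM in MM1R cells and at 2298, 310 and 434 CPM in MM1S cells, all above the untreated libraries. SLC7A11 and HMOX1 stayed DEGs in both lines in all 18 fits that left out 1 library. CHAC1 (chromosome 15, 41245160 to 41248710) rose from 10.2 ± 2.28 to 84.8 ± 24.3 CPM in MM1R cells, where it was a DEG (log2 fold change 3.05, standard error 0.59, FDR = 0.0103), and from 26.4 ± 28.5 to 102 ± 28.1 CPM in MM1S cells, where it was not (1.95, standard error 0.55, FDR = 0.0575). Its untreated MM1S libraries read 4.66, 58.7 and 16.0 CPM, and without the second of them, MM1S untreated replicate 2, CHAC1 became a DEG in this line (3.31, FDR = 0.00329), as it did with the passage as a block (2.34, FDR = 0.0107). In MM1R cells its call was lost without untreated replicate 1 or 3, with an FDR of up to 0.0613. FTL (chromosome 19, 49468566 to 49470136), the ferritin light chain gene, rose from 1546 ± 493 to 4673 ± 2102 CPM in MM1S cells (log2 fold change 1.60, standard error 0.38, FDR = 0.0288) and from 3327 ± 1394 to 6755 ± 2509 CPM in MM1R cells, short of the threshold (1.02, standard error 0.38, FDR = 0.152). The call in MM1S cells was lost without RSL3 replicate 1 or any of the 3 untreated libraries of this line (FDR of up to 0.158). HSPB1 (chromosome 7, 75931990 to 75933612) was a DEG in MM1S cells (log2 fold change 3.19, standard error 0.76, FDR = 0.0278), with 530, 49.9 and 38.6 CPM in the RSL3 libraries against 22.5 ± 1.28 CPM without treatment. Its log2 fold change in this line was 0.98 without MM1S RSL3 replicate 1, and the call was lost without this library or any of the 3 untreated libraries of the line (FDR of up to 0.3). In MM1R cells the log2 fold change was 1.54 (standard error 0.71, FDR = 0.256), and it became a DEG there in the fit without MM1S RSL3 replicate 1 (FDR = 0.0133). FTH1 (chromosome 11, 61727190 to 61735106), the ferritin heavy chain gene, passed the fold change criterion in neither line, at 0.36 (standard error 0.24, FDR = 0.479) in MM1R cells and 0.72 (standard error 0.24, FDR = 0.11) in MM1S cells. The annotation lists 25 pseudogenes of FTH1, 16 of FTL and 2 of HSPB1, and since the paper's text does not name the counting tool, reads that these share are a source of uncertainty. Of the common DEGs, MT1G, HSPA6, MT1F, MT2A and MT1X had the largest mean rise by the fitted fold changes. At its bounds (log2 6.30 in MM1R cells and 7.89 in MM1S cells), MT1F lies below NR4A1 (6.74 and 8.57). The log2 fold changes of HSPA6 were 8.61 in MM1R cells (FDR = 0.0105) and 10.56 in MM1S cells (FDR = 0.00541). HSPA6 read 4321, 64.5 and 82.8 CPM in the MM1S RSL3 libraries, and its log2 fold change in MM1S cells was 6.23 without the first of them, MM1S RSL3 replicate 1 (FDR = 0.00648), with the call kept in all 18 fits that left out 1 library. In MM1R cells its log2 fold change was 6.57 without MM1R RSL3 replicate 3, and the call was lost without any one of the 3 untreated libraries (FDR of up to 0.063). The largest falls were those of SPRY1 (-1.52 in MM1R cells and -1.89 in MM1S cells), FRMD6 (-1.31 and -1.65), SOX2 (-1.18 and -1.71), POM121L1P (-1.36 and -1.14) and LRRC14B (-1.20 and -1.14). FRMD6 stayed a DEG in both lines whichever library was left out, while SPRY1 lost its call in MM1R cells in 9 of the 18 fits (FDR of up to 0.142) and in MM1S cells without RSL3 replicate 1 or untreated replicate 1 of that line (FDR of up to 0.0925). SOX2 lost it in 5 fits in MM1R cells, POM121L1P in 3 fits in MM1S cells, and LRRC14B in 5 and 4 fits in the 2 lines.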

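Changes at the level of pathways were examined with 12 gene lists of known stress, signaling, cell death and metabolism genes, written from general knowledge before the data were examined. Their themes stand in for the paper's pathway terms and discussion, which rest in part on these same samples. A list that passes the threshold is therefore not independent evidence. The lists hold 241 genes, 15 of them in more than 1 list, and 205 of these genes passed the filter on low counts. Each list was tested in each line with camera from limma on log2 CPM, with a preset correlation of 0.01 between genes, and the 24 p-values were adjusted together by the Benjamini-Hochberg method. The adjusted p was under 0.05 in 17 of the 24 tests. With fry, a test that takes the correlation from the data, 10 of these 17 calls held: the ATF4 targets, the NRF2 targets, the metallothioneins and the apoptosis genes in both lines, the immediate early genes in MM1R cells and the heat shock genes in MM1S cells. With camera and an estimated correlation, 0 held. Heat shock proteins and chaperones had a median log2 fold change after RSL3 of 0.79 in MM1R cells (20 of 21 genes higher, adjusted p = 7.94e-07) and 1.33 in MM1S cells (21 of 21 higher, adjusted p = 6.2e-13). DNAJB1, BAG3, DNAJB4 and HSPA8 were the common DEGs of this list. Other heat shock genes among the common DEGs, such as HSPA6, were not counted in it. For ATF4 and integrated stress response targets, all 17 tested genes were higher in both lines, with medians of 1.44 (adjusted p = 1.26e-12) and 0.97 (adjusted p = 2.96e-12), and 7 genes were common DEGs, among them ATF3, PPP1R15A, DDIT4 and DDIT3. The NRF2 targets had medians of 0.73 (16 of 20 higher, adjusted p = 1.58e-09) and 0.72 (18 of 20 higher, adjusted p = 6.2e-13), with OSGIN1, SRXN1 and GCLM as common DEGs next to HMOX1 and SLC7A11. In the list of metallothioneins and a zinc exporter, all 7 tested genes were higher in both lines. Its medians, with genes at the floor set at their bound, were 6.89 (adjusted p = 1.29e-07) and 7.89 (adjusted p = 4.91e-07). The immediate early genes had medians of 1.59, with such genes at their bound (20 of 21 higher, adjusted p = 9.24e-09), and 1.71 (18 of 21 higher, adjusted p = 0.000105). Without MM1S RSL3 replicate 1, the adjusted p of this list in MM1S cells was 0.0707. Dual specificity phosphatases and kinase feedback inhibitors, which follow kinase signaling, had medians of 0.72 (14 of 19 higher, adjusted p = 0.0162) and 0.97 (14 of 19 higher, adjusted p = 0.0414). Its adjusted p in MM1S cells was 0.068 with the passage as a block. With 1 library left out, this list lost its call in MM1R cells without RSL3 replicate 3 or untreated replicate 3 of that line (adjusted p up to 0.159), and in MM1S cells in 5 of the 18 fits (adjusted p up to 0.658). Apoptosis effectors and regulators moved less, by medians of 0.30 (14 of 22 higher, adjusted p = 0.0185) and 0.42 (15 of 22 higher, adjusted p = 0.00653), with BBC3 and PMAIP1 as common DEGs. This call was lost without MM1R RSL3 replicate 3 in MM1R cells (adjusted p = 0.0607) and without MM1S RSL3 replicate 1 in MM1S cells (adjusted p = 0.0569). Only 9 of the 24 inflammatory and cytokine genes passed the filter, and their medians of 0.37 (7 of 9 higher, adjusted p = 0.212) and 0.18 (7 of 9 higher, adjusted p = 0.612) did not pass the threshold. Without MM1S RSL3 replicate 1, the mean of this list in MM1S cells changed direction, to -0.23. The cell cycle genes were lower, with medians of -0.23 (20 of 24 lower, adjusted p = 0.0241) and -0.27 (20 of 24 lower, adjusted p = 0.00418), and lost the call in MM1S cells without RSL3 replicate 1 (adjusted p = 0.624) and in MM1R cells without RSL3 replicate 1, untreated replicate 2 or untreated replicate 3 (adjusted p up to 0.635). In MM1R cells, 4 of the heat shock, 8 of the ATF4 and 6 of the NRF2 target genes tested were DEGs, and 8, 9 and 7 when adjusted over the list alone. In MM1S cells, the numbers were 10, 7 and 7, and 14, 8 and 8 when adjusted over the list alone.

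**Figure D2:**
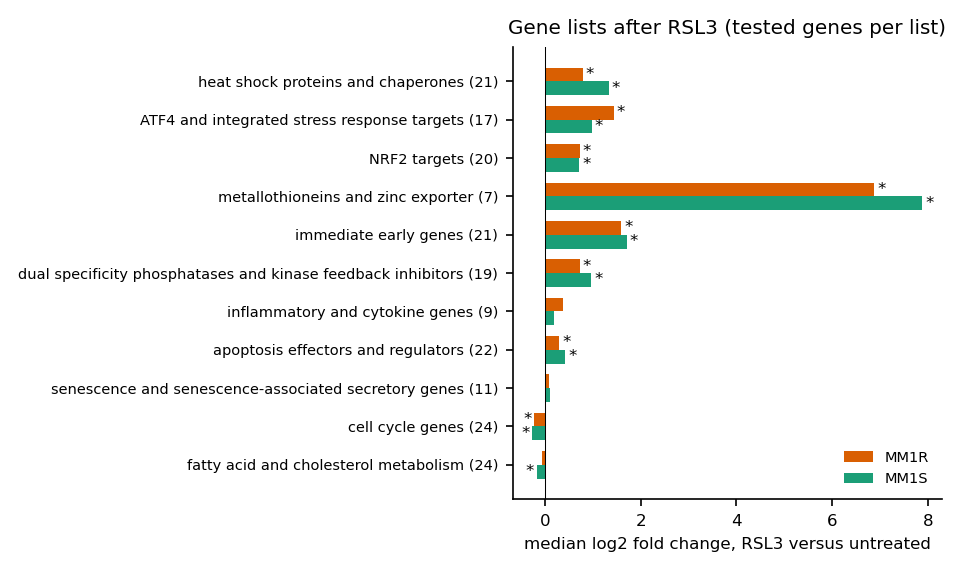
Median log2 fold change of RSL3-treated against untreated cells (x axis) for gene lists in MM1R and MM1S cells, with the number of tested genes of each list in parentheses. Genes at the floor in a group are set at their bound. Asterisks mark an adjusted p under 0.05 by camera with the preset correlation. The metallothioneins have the longest bars, at 6.89 and 7.89.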

Metascape pathway analysis of DEGs revealed an enrichment in inflammation, kinase signaling, cellular stress, and cell death-related pathways (Figure 2c). 

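The effect of Fer-1 was tested by comparing cells given Fer-1 and RSL3 with cells given RSL3 alone. This comparison gave 0 DEGs in MM1R cells, with 881 genes at an unadjusted p under 0.05 and a smallest FDR of 0.123, and 0 DEGs in MM1S cells, with 821 genes at an unadjusted p under 0.05 and a smallest FDR of 0.299 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With the passage as a block it gave 12 DEGs in MM1R cells and 5 in MM1S cells (CXCL10, MT1E, MT1F, MT1G and MT1H, listed after their values were seen). As a result, 0 of the common DEGs were also DEGs in the opposite direction with Fer-1, in both lines or in either, while 17 of them had an unadjusted p under 0.05 in the opposite direction in both lines. The number of reverted common DEGs moved most without the filter on low counts, to 52. It was 4 with DESeq2 (MT1F, MT1G, MT1X and MT2A) and 4 with the passage as a block (MT1E, MT1F, MT1G and MT1H), genes listed because of their small number after their values were seen. When the comparison was averaged over both lines, 8 genes were DEGs with Fer-1, all of them lower, 17 genes had an FDR under 0.05 and 1826 genes an unadjusted p under 0.05. The number of these DEGs was 53 with the passage as a block (17 higher and 36 lower), 59 with DESeq2 (7 and 52), 169 without the filter on low counts (32 and 137), 0 when only the groups compared were fitted, and between 0 (without MM1R Fer-1 + RSL3 replicate 3, among others) and 70 (without MM1S RSL3 replicate 3, 2 higher and 68 lower) with 1 library left out. RSL3 against untreated cells, averaged in the same way, gave 462 DEGs, of which 5 were reverted by Fer-1: MT1F, MT1G, MT1X, MT2A and IL10RA. This count was 32 with DESeq2, 22 with the passage as a block, 119 with an FDR threshold of 0.5 and 0 to 47 with 1 library left out. It was 0 without any one of the Fer-1 + RSL3 libraries and 47 without MM1S RSL3 replicate 3. IL10RA had an averaged log2 fold change of -1.03 with Fer-1 (FDR = 0.0448) and lost this call in 15 of the 18 fits that left out 1 library (FDR of up to 0.134) and, by the size of its change (-0.98), with the passage as a block. Both comparisons share the RSL3 libraries, so opposite signs arise without any effect of Fer-1. Of the 462 averaged DEGs, 333 (72.1%) had the opposite sign with Fer-1, against a median of 64.7% (59.6 to 68.4%) in 20 simulations in which Fer-1 had no effect. In those simulations 0 genes were reverted, while 20 simulations in which Fer-1 returned every gene to its untreated level gave a median of 150 reverted common DEGs (137 to 166). The simulated libraries held more averaged DEGs of RSL3 than the real ones, with medians of 676 and 673.5 against 462. Against untreated cells, 309 genes were DEGs in MM1R cells given Fer-1 and RSL3, and 195 in MM1S cells. These numbers were 521 and 383 with the passage as a block. Of the common DEGs of RSL3, 59 were DEGs against untreated cells in both lines in the presence of Fer-1 and 74 in at least 1 line, and 234 of the 462 averaged DEGs were still DEGs. In the simulations in which Fer-1 had no effect, a median of 484 averaged DEGs (456 to 510) were still DEGs, of a median of 676. SLC7A11 stood at 79.5 ± 10.6 CPM in MM1R cells and 85.4 ± 10.6 CPM in MM1S cells given Fer-1 and RSL3, and HMOX1 at 965 ± 432 and 1113 ± 125 CPM.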

Remarkably, altered expression of 95 of the 616 identified DEGs could completely be reverted by a 2 h pre-treatment with 2 µM Fer-1 (FDR < 0.05, logFC | 1 |), suggesting that these genes in particular are crucial for ferroptosis induction (Figure 2d). The most significant genes within this subset are involved in metal binding (including metallothioneins [MT1s] and zinc finger proteins [ZNF]), nuclear receptor signaling (orphan nuclear receptor 1–3 (NR4A1-3)), chromatin remodeling (NR4A2, FOXA1, KDM6B), and gene transcription (ZNFs, NR4A1-3) (Figure 2d). 

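The metallothionein genes lie in a cluster on chromosome 16 of hg19, with MT2A at 56642496 to 56643409, MT1F at 56691643 to 56694610, MT1G at 56700642 to 56701977, MT1H at 56703726 to 56705041 and MT1X at 56716382 to 56718108. They are close paralogs, so the authors' counting could have split reads between them. MT1G was at the floor in untreated cells and was at least 1675-fold higher with RSL3 in MM1R cells (FDR = 0.00985) and at least 1226-fold higher in MM1S cells (FDR = 0.0112, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The RSL3 libraries differed by a wide margin, with 625, 6.28 and 195 CPM of MT1G in MM1R cells and 537, 20.6 and 9.55 CPM in MM1S cells. With Fer-1 it was at 1.70 ± 1.09 and 0.500 ± 0.413 CPM, an averaged log2 fold change against RSL3 alone of -7.95 (standard error 1.19, FDR = 0.015). MT2A rose from 1.37 ± 0.744 CPM to 732, 6.72 and 252 CPM in MM1R cells and from 1.35 ± 0.336 CPM to 1101, 56.2 and 22.2 CPM in MM1S cells, and was at 5.47 ± 1.95 and 4.69 ± 1.72 CPM with Fer-1 (averaged log2 fold change -6.15, standard error 1.01, FDR = 0.0307). MT1F rose at least 78.7-fold in MM1R cells (FDR = 0.0271) and at least 237-fold in MM1S cells (FDR = 0.0127), and MT1X by log2 fold changes of 7.83 (FDR = 0.0123) and 8.25 (FDR = 0.0111). The RSL3 libraries of MT1F read 30.2, 0.217 and 8.37 CPM in MM1R cells and 97.7, 9.32 and 2.77 CPM in MM1S cells. With Fer-1, MT1F was at least 82.3-fold lower than with RSL3 alone in MM1R cells, with an averaged FDR of 0.0307. MT1X had an averaged log2 fold change of -5.53 (FDR = 0.0315). MT1H was a DEG of RSL3 in MM1S cells (FDR = 0.0474) and not in MM1R cells (FDR = 0.0547), and its fall with Fer-1 had an averaged FDR of 0.0565. With 1 library left out, its call in MM1S cells was lost in 14 of the 18 fits (FDR of up to 0.211), and it became a DEG in MM1R cells in 4 fits (lowest FDR 0.00568) and for Fer-1 in 4 fits (lowest FDR 0.0196). Both values of MT1H passed the threshold with the passage as a block. Within single lines, the falls of these 5 genes with Fer-1 had FDRs of 0.397 to 0.506 in MM1R cells and 0.783 in MM1S cells. MT1F, MT1G and MT1H passed the threshold in both lines with the passage as a block. All 5 genes were lower with Fer-1 in 6 of 6 passages. With 1 library left out, the averaged Fer-1 calls of MT1G, MT1F, MT2A and MT1X were lost in 7, 9, 9 and 10 of the 18 fits, among them the 6 fits that each left out a Fer-1 + RSL3 library, with an FDR of up to 0.131. Their RSL3 calls were lost in 3 or 4 fits in each line, with an FDR of up to 0.125. The orphan nuclear receptors varied widely between passages as well. NR4A1 (chromosome 12, 52416616 to 52453291) was a DEG of RSL3 in MM1R cells (log2 fold change 6.74, standard error 1.77, FDR = 0.0458) and in MM1S cells (8.57, standard error 1.96, FDR = 0.0236). It rose from 5.38 ± 2.04 to 316, 32.1 and 1391 CPM in MM1R cells and from 1.84 ± 0.874 to 2073, 15.7 and 11.4 CPM in MM1S cells. The call was lost in 14 of the 18 fits with 1 library left out in MM1R cells (FDR of up to 0.153) and in 4 in MM1S cells, where the log2 fold change was 2.88 (FDR = 0.314) without RSL3 replicate 1. The call in MM1S cells was also lost with the passage as a block (FDR = 0.052). NR4A3 (chromosome 9, 102584137 to 102629173) read 733, 2.18 and 0.907 CPM in the MM1S RSL3 libraries (FDR = 0.0287). It was at least 383-fold higher with RSL3 in MM1R cells, where the FDR was 0.0664. Its MM1R RSL3 libraries read 30.2, 1.57 and 157 CPM, so this bound rests most on replicate 3. Without MM1S RSL3 replicate 1, its log2 fold change in MM1S cells was 3.83 (FDR = 0.496) in place of 11.13, and with the passage as a block it was a DEG in MM1R cells as well (FDR = 0.0142). With Fer-1, NR4A1 was at 14.0 ± 12.0 CPM in MM1R cells and 17.9 ± 11.3 CPM in MM1S cells. The averaged log2 fold changes against RSL3 alone were -5.33 (FDR = 0.0663) for NR4A1 and -6.82 (FDR = 0.0616) for NR4A3, short of the threshold, and both passed it with DESeq2, NR4A3 also with the passage as a block (FDR = 0.0436). The zinc finger genes ZNF605 (chromosome 12, 133494892 to 133532892), ZNF175 (chromosome 19, 52074536 to 52095763) and ZNF486 (chromosome 19, 20278023 to 20311297) were at the floor in MM1R cells with and without RSL3. In MM1S cells RSL3 changed them by log2 fold changes of -0.70 (FDR = 0.645), 0.11 (FDR = 0.963) and -0.15 (FDR = 0.921). Of the MM1R cells given Fer-1 and RSL3, the library with MM1S transcripts, replicate 2, held 1.20, 2.76 and 1.46 CPM of these genes, while the other two libraries held 0 CPM of ZNF605 and ZNF175 and 0.202 and 0.0546 CPM of ZNF486. Against RSL3 alone the 3 genes were at least 2.42-, 5.57- and 3.46-fold higher in MM1R cells, bounds that rest on that library, and their averaged FDRs were 0.295, 0.249 and 0.109. With the library kept and the passage as a block, the 3 genes passed the threshold for Fer-1.

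**Figure D3:**
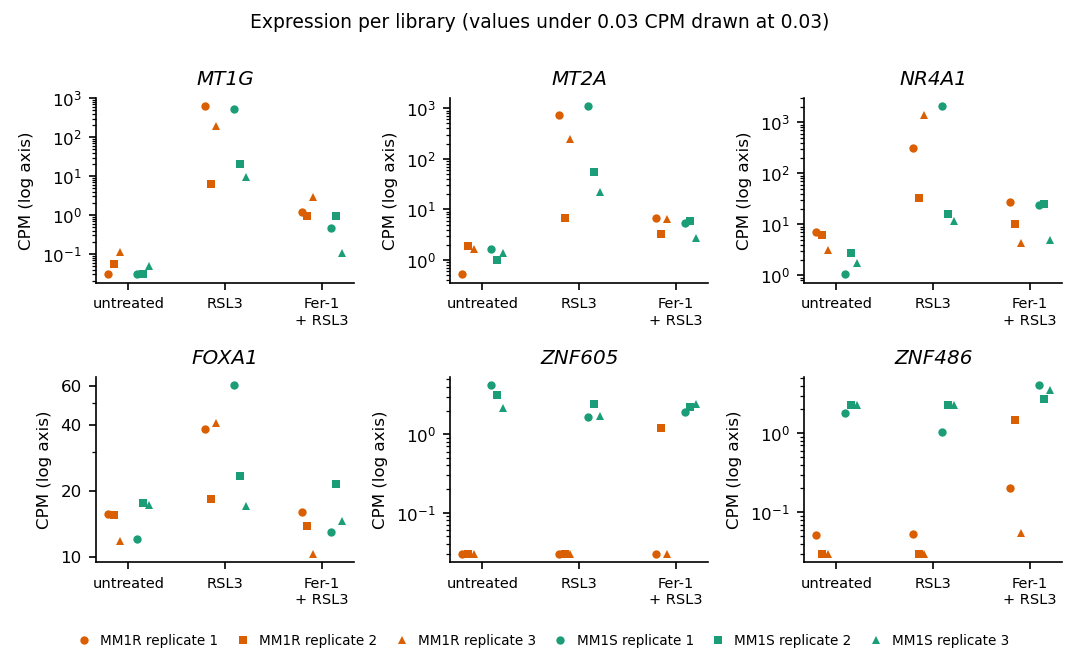
Expression of MT1G, MT2A, NR4A1, FOXA1, ZNF605 and ZNF486 in each of the 18 libraries (y axis, CPM on a log axis) in untreated cells, with RSL3 and with Fer-1 and RSL3. Colours mark the cell line and symbols the replicate, and values under 0.03 CPM are drawn at 0.03. In MM1S cells, RSL3 replicate 1 holds the highest values of MT1G, MT2A, NR4A1 and FOXA1.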

Taken together, these findings suggest that ferroptosis effectively targets MM1 cells and that RSL3-mediated ferroptosis triggers similar oxidative stress and cell death pathways in both MM1R and MM1S cells, irrespective of their GC-sensitivity status. Moreover, genes involved in metal binding and chromatin remodeling seem to be crucial for mediating ferroptotic cell death.

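Whether the gene lists responded differently to RSL3 in the 2 lines was tested on the interaction of cell line and RSL3 with camera and the preset correlation. Of the 12 lists, 4 had an adjusted p under 0.05. On the log2 CPM scale, the median difference of MM1R minus MM1S was -0.38 for the heat shock genes (20 of 21 genes lower by the fitted fold change, adjusted p = 0.00101), -0.13 for the NRF2 targets (16 of 20 lower, adjusted p = 0.0291), 0.41 for the immediate early genes (12 of 21 higher, adjusted p = 0.0317) and 0.08 for the fatty acid and cholesterol genes (19 of 24 higher, adjusted p = 0.0421). By the fitted fold changes, which are no bound for genes at the floor, the median differences were -0.50, -0.16, 0.096 and 0.083, so that of the immediate early genes depends on the scale. With fry, the adjusted p was 0.93 for each of these lists, and with an estimated correlation it was 0.952. The difference of the heat shock genes passed the threshold in 15 of the 18 fits that left out 1 library. Without MM1S RSL3 replicate 1 it changed direction, to 0.10 (adjusted p = 0.422), and it lost its call without MM1R RSL3 replicate 1 (adjusted p = 0.141) or MM1R RSL3 replicate 2 (adjusted p = 0.0602). With the passage as a block, the adjusted p of the immediate early genes and of the fatty acid and cholesterol genes was 0.0596. The other 3 differences passed the threshold in 14, 12 and 10 of the 18 fits, with a highest adjusted p of 0.701 (without MM1R RSL3 replicate 1), 0.947 (without MM1S RSL3 replicate 3) and 0.412 (without MM1S RSL3 replicate 2). The ATF4 targets (adjusted p = 0.873) and the metallothioneins (adjusted p = 0.79) did not pass the threshold. Each of these lists passed it in 2 of the 18 fits, the ATF4 targets in opposite directions without MM1S untreated replicate 1 (0.20, adjusted p = 0.00774) and without MM1S untreated replicate 2 (-0.23, adjusted p = 0.00371), and the metallothioneins without MM1R RSL3 replicate 2 (2.02, adjusted p = 0.000623) and without MM1S RSL3 replicate 1 (1.74, adjusted p = 0.00337). GPX4, the target of RSL3, was not changed by it, with log2 fold changes of -0.12 in MM1R cells (FDR = 0.709) and 0.08 in MM1S cells (FDR = 0.781, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). From the shared DEGs and their pathways in the glucocorticoid-resistant and the glucocorticoid-sensitive line, together with the viability of both lines after RSL3, the paper proposes that RSL3 triggers similar oxidative stress and cell death pathways in both, whatever their glucocorticoid sensitivity.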

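The gene lists were also tested for Fer-1 and RSL3 against RSL3 alone, averaged over both lines (camera, preset correlation, 12 lists). The metallothioneins fell furthest, with a median log2 fold change, genes at the floor set at their bound, of -6.00 (7 of 7 genes lower, adjusted p = 3.77e-11), and 4 of the 7 genes were DEGs, or all 7 when adjusted over the list alone. The immediate early genes had a median of -1.21 (20 of 21 lower, adjusted p = 2.92e-08), with 0 DEGs over all genes tested and 10 when adjusted over the list alone. Smaller falls were measured for dual specificity phosphatases and kinase feedback inhibitors (-0.29, 13 of 19 lower, adjusted p = 0.0117), inflammatory and cytokine genes (-0.31, 7 of 9 lower, adjusted p = 0.0165), apoptosis genes (-0.11, 16 of 22 lower, adjusted p = 0.00558), senescence genes (-0.20 with such genes at their bound, 9 of 11 lower, adjusted p = 0.0302) and fatty acid and cholesterol genes (-0.10, 20 of 24 lower, adjusted p = 0.00129). The ATF4 targets rose further with Fer-1, by a median of 0.20 (13 of 17 higher, adjusted p = 0.00722), and so did the heat shock genes, by 0.09 (14 of 21 higher, adjusted p = 0.0327). Within passages, the heat shock genes were lower with Fer-1 in 2 of 6, and the ATF4 targets in 0 of 6. In the passage of MM1R Fer-1 + RSL3 replicate 2, which held MM1S transcripts, their medians against untreated cells rose. They went from 0.39 to 1.20 for the heat shock genes and from 0.84 to 1.44 for the ATF4 targets. The lists were not tested for Fer-1 without this library. No change past the threshold was found for the NRF2 targets (0.01, adjusted p = 0.884) and the cell cycle genes (0.15, adjusted p = 0.0892). With fry, only the metallothioneins (adjusted p = 0.02) and the senescence genes (adjusted p = 0.0279) kept an adjusted p under 0.05, and with an estimated correlation 0 of the 12 lists did. With the passage as a block, the cell cycle genes (adjusted p = 0.0114) passed the threshold as well. Against untreated cells, the ATF4 targets (median 1.39, adjusted p = 1.8e-14), the heat shock genes (1.13, adjusted p = 7.15e-12) and the NRF2 targets (0.72, adjusted p = 9.26e-09) remained raised in the presence of Fer-1, while the metallothioneins did not pass the threshold (2.23 with genes at the floor at their bound, adjusted p = 0.295). Summed over 10 metallothionein genes, the CPM with Fer-1 and RSL3 was still above that of untreated cells in every passage. It was 24.4, 10.7 and 22.3 against 1.56, 3.65 and 4.98 in MM1R cells, and 17.0, 19.3 and 10.9 against 3.57, 2.66 and 3.71 in MM1S cells. The fatty acid and cholesterol genes were lower than in untreated cells (-0.31, adjusted p = 0.000295).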

### 2.2. RSL3-Mediated GPX4 Inhibition Triggers the Formation of Non-Heme Iron-Histone Complexes and DNA Damage Responses

Because RNAseq data revealed the involvement of chromatin remodelers, including FOXA1, NR4A2, and KDM6B, in ferroptotic cell death, we next utilized a LC-MS/MS approach to investigate whether RSL3-induced oxidative stress signals propagate to the nucleus and alter histone post-translational modifications (Supplementary Figure S4a) [45]. 

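FOXA1 (hg19 chromosome 14, 38058757 to 38065264), which encodes a pioneer transcription factor, rose with RSL3 from 14.3 ± 2.14 to 32.4 ± 12.3 CPM in MM1R cells (log2 fold change 1.18, standard error 0.39, FDR = 0.104) and from 15.6 ± 3.06 to 33.6 ± 23.5 CPM in MM1S cells (1.10, standard error 0.38, FDR = 0.122), short of the threshold in both lines (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Averaged over the lines it was a DEG (1.14, standard error 0.27, FDR = 0.0102). Its MM1S RSL3 libraries read 60.5, 23.3 and 17.1 CPM, and without the first of them, MM1S RSL3 replicate 1, the log2 fold change in this line was 0.38, while FOXA1 became a DEG in MM1R cells (FDR = 0.0132). Without MM1S RSL3 replicate 3 it became a DEG in MM1S cells (1.42, FDR = 0.0285). With Fer-1 it was at 13.4 ± 2.87 CPM in MM1R cells and 16.3 ± 4.49 CPM in MM1S cells, an averaged log2 fold change of -1.16 against RSL3 alone (standard error 0.27, FDR = 0.0885) that passed the threshold with DESeq2 and without MM1R RSL3 replicate 2 (FDR = 0.0425) or MM1S RSL3 replicate 3 (FDR = 0.0196). KDM6B (chromosome 17, 7737535 to 7758114), which encodes a histone H3K27 demethylase, rose from 13.5 ± 4.52 to 22.2 ± 8.33 CPM in MM1R cells (log2 fold change 0.71, standard error 0.51, FDR = 0.504) and from 12.3 ± 1.28 to 29.6 ± 29.5 CPM in MM1S cells (1.27, standard error 0.51, FDR = 0.184). Averaged over the lines, its FDR was 0.0737 with a log2 fold change of 0.99. Its MM1S RSL3 libraries read 63.4, 17.0 and 8.59 CPM, and the log2 fold change in this line was 0.06 without MM1S RSL3 replicate 1 and 1.70 (FDR = 0.0285) without MM1S RSL3 replicate 3. With Fer-1, KDM6B was at 12.0 ± 3.69 and 13.5 ± 3.44 CPM in the 2 lines, an averaged log2 fold change of -1.01 (standard error 0.36, FDR = 0.262).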

First, LC-MS-compatible cell lysis and histone extraction protocols were optimized to obtain pure histone extracts (Supplementary Figure S4b) [46]. Overall, direct acid extraction of histones from whole cell pellets resulted in higher protein yield compared to hypotonic lysis where nuclei are isolated prior to acid extraction (Supplementary Figure S4c).

After optimization, histone epigenetic profiling was performed using an untargeted, data-dependent acquisition (DDA) MS-based screening method [45]. Briefly, MM1 cells were treated with 5 µM RSL3 for increasing time periods (1h, 2h, 4h, 8h), after which histones were extracted, propionylated, and trypsinized. Next, MS1 and MS2 spectra were obtained by HPLC-MS/MS analysis and raw data were analyzed with the Progenesis QIP 3.0 software (Waters). Ultimately, relative abundances of histone PTMs were obtained and statistical analysis was performed to identify significantly altered PTMs (Supplementary Table S1). Overall, we observed that cells treated with RSL3 for increasing time periods showed a progressive (i.e., continuous change observed in all included treatment timepoints) increase and decrease in several histone PTMs (Figure 3). In line with our RNAseq data, where most genes were found to be upregulated upon RSL3 induction, ferroptotic cells portrayed a genome-wide, time-dependent decrease in KDM6B-mediated repressive histone mark H3K37me3 [47]. However, loss of active marks, including H3K18ac, H3K79me3, and H3K27ac, was also detected upon continued RSL3 treatment (Supplementary Figure S5a).

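Of the DEGs of RSL3 against untreated cells, 151 were higher and 20 lower in MM1R cells (88.3% higher), and 193 were higher and 37 lower in MM1S cells (83.9% higher), by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Averaged over both lines, 399 DEGs were higher and 63 lower (86.4% higher). Without the fold change criterion the split was more even, with 286 genes higher and 194 lower in MM1R cells, 357 higher and 167 lower in MM1S cells, and 1243 higher and 972 lower in the averaged comparison, all at an FDR under 0.05. The median log2 fold change of all tested genes was 0.00 in both lines after TMM normalization, which sets the bulk of genes at no change, so a shift of all transcripts together cannot be seen in these data. Over the other normalizations, filters and tests tried, 84.7% (passage as a block) to 89.7% (at least 10 counts in every library) of the averaged DEGs rose.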

Remarkably, H3K79me3, H3K18ac, and H3K27ac have all been associated with DNA damage, cellular senescence, and genome stability (Table 1), suggesting that RSL3-mediated oxidative stress might drive these processes in MM1 cells. This is also reflected by the increased detection of histone variants H2A.Z and H2A.FY (macroH2A1), which are known to regulate DNA repair and cellular senescence (Table 1). Moreover, Western blot analysis revealed that prolonged exposure (>12 h) to RSL3 resulted in a significant increase in pH2AX, a key maker for double-stranded DNA damage (Supplementary Figure S5b).

Next to histone PTMs associated with DNA damage and cellular senescence, we found a significant increase in histone acylation modifications, including succinylation, crotonylation, and (hydroxyiso)butyrylation (Figure 3, Supplementary Table S1). Although the functional effects of these PTMs are far less characterized compared to those of histone acetylations, several studies highlight that they are heavily influenced by fatty acid metabolism (reviewed in [73]). Depending on the cellular metabolic state, crucial metabolic intermediates (e.g., crotonate) are increased or decreased, impacting their availability for acyl-transferase-mediated histone modifications. Given that ferroptosis is hallmarked by lipid peroxidation and overall changes in the lipid metabolism [74], these histone acylation changes might directly reflect the altered metabolic state of ferroptotic cells and regulate gene expression accordingly [75,76,77].

Surprisingly, through an error-tolerant search strategy, we discovered that the altered iron metabolism during ferroptosis directly affects histone PTMs as well. Specifically, several glutamate (E) and aspartate (D) residues in H2A, H3, and H4 histone tails were significantly enriched in Fe^2+^ binding, a modification that we have never seen before in over 5000 LC-MS runs acquired on histones at the lab (Figure 3a,b, Supplementary Figure S6, Supplementary Table S1). To the best of our knowledge, we are the first research group to describe Fe^2+^ binding to histone proteins. The biological relevance of the formation of non-heme iron histone complexes needs to be further explored, but might include a role in iron chelation in response to the ferroptosis-driven intracellular increases in labile iron, regulation of gene expression, DNA damage, and DNA damage protection, or even reflect the oxidoreductase activity of H3-H4 tetramers as previously reported for Cu^2+^ [78]. To further investigate the iron-binding properties of histone proteins, commercial H3-H4 tetramers were incubated with FeSO4 and separated by gel filtration, after which absorbance at 280 nm was measured. Similar to the absorbance signal measured in the CuSO4-positive control, H3-H4 tetramers incubated with FeSO4 demonstrated an increased absorbance at 280 nm (Figure 4). Furthermore, incubated FeSO4 resulted in a small shift in H3-H4 protein size, suggesting that Fe^2+^ binding affects the structural organization of the tetramer complex. Overall, our data suggest that histone proteins and PTMs are sensitive to altered oxidative stress, as well as fatty acid and iron metabolism changes mediated by GPX4 inhibition.

### 2.3. Prolonged Exposure of MM1 Cells to RSL3 Results in Local DNA Methylation Changes and Promotes Expression of DNA Damage Repair Protein NR4A2

Taking into account that ferroptotic stress directly affects expression of chromatin remodelers and histone PTMs, we wondered whether DNA methylation changes also occur upon RSL3 induction in MM1 cells. Given that prior studies have reported significant global DNA methylation alterations upon intracellular increases in reactive oxygen species (ROS) and iron [33,79,80], we first evaluated changes in global DNA methylation levels in MM1S and MM1R cells treated with 1 µM RSL3 for 72 h. In contrast to prior described experiments (Section 2.1 and Section 2.2), cells were treated with subtoxic concentrations of RSL3 (1 µM) to maintain high cell viability upon prolonged (72 h) RSL3 treatment. These prolonged treatment times ensure that de novo DNA methylation changes are also included in the analyses (doubling times of MM1 cells is 72 h). Three independent methods, namely, LINE-1 pyrosequencing, Infinium Methylation EPIC BeadChip analysis, and HPLC-MS/MS analysis, revealed no significant shifts in DNA (hydroxy)methylation after chronic GPX4 inhibition (Figure 5a–c). All methods did show, however, that basal DNA methylation levels in MM1S cells were consistently higher compared to MM1R cells (Figure 5a–c).

Next, local changes in DNA methylation of CpG sites were explored through Infinium Methylation EPIC BeadChip analysis, which measures mean methylation levels of 866,836 genome-wide CpG sites. CpG loci of RSL3-treated cells were compared to cells treated with Fer-1 and RSL3 and were considered to be differentially methylated if a difference of ≥10% methylation and FDR < 0.05 could be detected. Overall, RSL3 treatment resulted in a large number of differentially methylated probes (DMPs) in both MM1R (51 168 CpG probes corresponding to 487 genes) and MM1S cells (32 813 CpG probes corresponding to 408 genes). The majority of DMPs in both cell lines were located in open sea regions located > 4 kb from CpG islands (Figure 6a). Remarkably, when comparing the top significant probes (FDR < 0.01) between both cell lines, the beta values of ferroptotic MM1R cells clustered with the beta values of Fer-1-treated MM1S cells and ferroptotic MM1S cells clustered with Fer-1-treated MM1R cells, suggesting that both cell lines converge towards a similar methylation profile under ferroptotic conditions (Figure 6b). In line with this observation, genes associated with the significant DMPs (FDR < 0.05 and beta value > 0.1) were distinct in both cell lines but were enriched in several common pathways, including cell cycle, autophagy, and insulin signaling (Table 2, Supplementary Figures S7 and S8).

Ferroptosis induction by RSL3 also resulted in specific hyper- and hypomethylation of a subset of probes in both cell lines (indicated by arrowheads in Figure 6b). Genes associated with these probes were mainly enriched in cell adhesion, inflammation, DNA replication, mitochondrial organization, cell death, and cellular senescence (Figure 7a). 

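NR4A2 (hg19 chromosome 2, 157180949 to 157198860) encodes an orphan nuclear receptor. In the RNA sequencing data it stood at 0.705 ± 0.159 CPM in untreated MM1R cells and at 18.9, 2.60 and 114 CPM in the 3 MM1R libraries treated with 5 µM RSL3 for 3 h, a log2 fold change of 5.98 (standard error 1.82, FDR = 0.0807, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In MM1S cells it stood at 0.943 ± 0.212 CPM without treatment and at 391, 2.34 and 1.92 CPM with RSL3, a log2 fold change of 7.11 (standard error 1.81, FDR = 0.0392). All RSL3 libraries thus lay above all untreated libraries of their line, and NR4A2 was a DEG in MM1S cells only. For NR4A2, the interaction test found no difference in response between the lines (FDR = 1), which does not show equal responses. Ranked by p-value among the genes tested, it was number 780 in MM1R cells, 398 in MM1S cells and 463 in the comparison averaged over both lines (log2 fold change 6.55, standard error 1.28, FDR = 0.00277). The value in MM1S cells rests on RSL3 replicate 1, without which the log2 fold change was 1.18 (FDR = 0.763). The call in this line was lost in 9 of the 18 fits that left out 1 library, while in MM1R cells NR4A2 became a DEG without any of the 3 MM1S RSL3 libraries (lowest FDR 0.00195). Taking the passage as a block made NR4A2 a DEG in MM1R cells and not in MM1S cells. With Fer-1 and RSL3, NR4A2 was at a mean of 2.12 CPM in MM1R cells and 3.22 CPM in MM1S cells, an averaged log2 fold change of -4.87 against RSL3 alone (standard error 1.12, FDR = 0.0832) that passed the threshold with DESeq2.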

Of note, one of these genes included NR4A2, which we previously identified as a top significant DEG in our RNAseq data (see Section 2.1.). Both Infinium Methylation EPIC BeadChip and pyrosequencing analysis demonstrated that one of the probes associated with NR4A2 (cg2285933—located in the S shelf region of NR4A2) was significantly hypermethylated upon RSL3 treatment (Figure 7b) and that this hypermethylation was linked with increased mRNA and protein expression (Figure 7c,d). Similar observations have previously been made for another nuclear receptor gene, NR3C1, where hypermethylation outside of the CpG island led to an increase in gene expression [81].

## 3. Discussion

The majority of available anti-myeloma drugs, including GCs, PIs, and IMiDs, aim to eradicate tumor cells through induction of apoptosis [82]. However, most myeloma cells acquire resistance to this mode of cell death by upregulating anti-apoptotic proteins and downregulating pro-apoptotic signals, which is often driven by (epi)mutational changes [83,84]. For that reason, we explored whether the induction of ferroptotic cell death might be an effective alternative to eliminate GC-resistant myeloma cells. Our data show that GPX4 inhibitor RSL3 successfully targets MM1 cells, irrespective of their GC sensitivity status, and that induction of ferroptosis is linked to a common transcriptional response. Specifically, ferroptotic myeloma cells upregulate a significant number of genes involved in cellular stress and cell death pathways, inflammation, and fatty acid metabolism. Among these genes, chromatin remodelers, such as NR4A2, FOXA1, and KDM6B, seem to be pivotal in triggering ferroptosis. To this end, we further explored the epigenetic changes in ferroptotic myeloma cells and found that ferroptosis is associated with significant changes in several histone modifications and variants, most of which have previously been linked with DNA damage and cellular senescence pathways. 

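The 24 genes of fatty acid and cholesterol metabolism in the list of that name all passed the filter on low counts. Their median log2 fold change with RSL3 was -0.06 in MM1R cells (9 genes higher and 15 lower, adjusted p = 0.443) and -0.17 in MM1S cells (5 higher and 19 lower, adjusted p = 0.0124, camera with the preset correlation). The call in MM1S cells was not kept with fry (adjusted p = 0.0622) or without MM1S RSL3 replicate 2 (adjusted p = 0.101). Of these genes, 0 were DEGs in either line, also when adjusted over the list alone, and 1 gene in MM1S cells had an FDR under 0.05. Averaged over both lines, the median with RSL3 was -0.11 (adjusted p = 0.0675, and 0.0195 with the passage as a block). In cells given Fer-1 and RSL3 it was -0.31 against untreated cells (19 of 24 genes lower, adjusted p = 0.000295, and 0.00106 with fry), with 11 genes at an FDR under 0.05 and 0 DEGs.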

Interestingly, RSL3 treatment also caused an increased binding of Fe^2+^ ions to glutamate and aspartate residues of H2, H3, and H4, suggesting that the ferroptosis-driven changes in intracellular iron concentrations are propagated to the nucleus. The formation of non-heme iron-histone complexes could be confirmed in gel filtration chromatography experiments, where H3-H4 tetramers showed an increased absorption upon FeSO_4_ incubation. However, further validation in other cell models and with other biochemical techniques, including isothermal titration calorimetry, circular dichroism spectrometry, or microscale thermophoresis, is required to determine whether this increased Fe^2+^ binding to histone proteins is a universal phenomenon in ferroptotic cells. If this is the case, the biological relevance of iron-histone complexes needs to be explored as well. Possibly, histone proteins mediate a genoprotective role by chelating iron and preventing DNA damage [85]. Because earlier experiments revealed a cupper binding-dependent reductase activity of H3-H4 tetramer complexes [78], Fe^2+^ binding to histones might also fuel an enzymatic function of histone proteins that has yet to be uncovered. Alternatively, histones are known to function as oxygen and nutrient sensors and the observed iron-binding might be a reflection of this role [86,87]. In line with this latter hypothesis, significant changes in different histone acylation marks, which are known to respond to metabolic perturbations [88], were detected in ferroptotic myeloma cells as well.

Since alterations in oxidative stress and intracellular iron concentration are known to directly impact DNA methylation [31,33,79,80], we next investigated whether ferroptosis impacts DNA methylation levels in MM1 myeloma cells. Although ten-eleven translocation (TET) DNA demethylation enzymes are known to be sensitive to changes in labile iron [89,90], no significant changes in global DNA (hydroxy)methylation in RSL3-treated cells could be observed by LINE-1 pyrosequencing, HPLC-MS/MS analysis, or BeadChip EPIC methylation arrays, indicating that the overall activity of these TET enzymes is not altered during ferroptosis. In contrast, BeadChip EPIC methylation analysis did uncover local DNA methylation changes of numerous DMPs in both GC-sensitive MM1S and GC-resistant MM1R ferroptotic cells. Clustering analysis of the top significant DMPs (FDR < 0.01) revealed two major trends in the methylation data. First, RSL3-mediated GPX4 inhibition drives MM1S and MM1R cells towards a similar methylation profile, indicating that ferroptosis triggers a common stress epigenome response in cells with different epigenetic backgrounds. This implies that ferroptosis signaling either differentially methylates DMPs located in MM1S but not in MM1R (or vice versa) or that both cell lines undergo methylation changes in opposite directionalities (i.e., hypermethylated in MM1R, hypomethylated in MM1S). Nevertheless, both cell lines portray similar RSL3-dependent transcriptional changes and sensitivities to ferroptotic compounds, suggesting that most of these DNA methylation changes are epigenetically redundant. Second, similar to the histone proteomics data, ferroptotic cell death induction resulted in specific hyper- and hypomethylation of genes involved in DNA repair, cellular senescence, and cell death pathways. Of note, NR4A2 expression was found to be upregulated upon methylation of its S shore region. NR4A2, also known as Nurr1, is involved in mediating DNA damage repair responses induced by genotoxic triggers [91,92] and has been identified as a potential target for anti-aging interventions (reviewed in [93]).

Although we did not directly assess expression of senescent markers of ferroptotic myeloma cells in this study, both our histone proteomics and DNA methylation data suggest cellular senescence pathways are altered during ferroptosis. Generally, cellular senescence is described as a state of permanent growth arrest that can be induced by cellular stress or DNA damage [94]. Western blot analysis of pH2AX, a marker of double-stranded DNA breaks, indeed shows an increase in DNA damage upon prolonged RSL3 stimulation in MM1 cells. Other proteins involved in the DNA damage response (DDR), including p53 and ATM/ATR kinases, have recently also been linked to ferroptotic cell death [95]. In agreement with our observations, studies in neuronal and retina epithelial cells have revealed that ferroptotic compounds are able to promote cellular senescence [96,97,98]. Whether cellular senescence promotes sensitization [97,99] or resistance [100] to ferroptosis is currently still under debate. The ferroptosis-driven epigenetic changes characterized in this study seem to suggest that RSL3-mediated oxidative stress orchestrates DNA damage and genomic instability, which induces premature cell senescence and prompts activation of DNA repair genes such as NR4A2. Interestingly, prior research reported that drug-induced senescence promoted MM cell recognition by natural killer cells and elimination of tumor cells [101]. Similarly, ferroptosis-mediated senescence might provide new insights for the exploitation of senolytic drugs in cancer therapies that specifically target senescent cells [102].

Nevertheless, it remains challenging to assess whether the identified ferroptosis-associated epigenetic alterations are a cause or consequence of ferroptosis induction. On the one hand, ferroptosis signaling is known to indirectly change the activity of multiple epigenetic enzymes by influencing the iron-redox metabolism [103,104], but on the other hand, studies with epigenetic drugs observed significant changes in ferroptosis therapy sensitivity [27,105]. To this end, functional assays, animal studies, and longitudinal studies should be applied to independently prove the causality and functionality of specific epigenetic marks in ferroptotic cell death. Of particular interest, novel CRISPR/Cas9-based epigenetic editing techniques could help to investigate the causative relationship between ferroptosis induction and some of the epigenetic marks [106]. When these epigenetic marks prove to be non-causal, they could alternatively be used as predictive or prognostic markers for ferroptosis sensitivity, as ferroptosis resistance has already been described in some cancer types [40,107]. Given that cancer-therapy resistance is often orchestrated by epigenetic alterations, an epigenome comparison of ferroptosis resistance and sensitivity might help to identify novel ferroptosis biomarkers and predict efficacy of ferroptosis inducers.

## 4. Materials and Methods

### 4.1. Antibodies and Reagents

Ferroptosis inducers erastin (S7242) and RSL3 (S8155), and cell death inhibitors ferrostatin-1 (S7243) and necrostatin (S8037), were purchased from Selleckchem (Houston, TX, USA). ML162 (SML2561) and ZVAD-FMK (V166) were purchased from Sigma-Aldrich (Saint Louis, MO, USA). WA was obtained from Alta Vista Phytochemicals (Hyderabad, India). All compounds were dissolved in DMSO at a stock concentration of 20 or 50 mM. 

Primary antibodies targeting pH2AX (ab81299), H3K27ac (ab4729), H3K36me3 (ab9050), and GAPDH (ab9485) were obtained from abcam (Cambridge, UK). The NR4A2 antibody (Nurr1 monoclonal antibody, MA1-195) was purchased from ThermoFisher Scientific (Waltham, MA, USA).

### 4.2. Cell Culture and Cell Viability Assays

MM1R and MM1S cells were cultured in RPMI 1640 medium supplemented with 10% fetal bovine serum (E.U. Approved; South American Origin), 1% MEM non-essential amino acids (Invitrogen, Carlsbad, CA, USA), 1% sodium pyruvate (Invitrogen, Carlsbad, CA, USA), and 1% penicillin/streptomycin solution (Invitrogen, Carlsbad, CA, USA). Cell viability was assessed by the MTT colorimetric assay (Sigma Aldrich, St. Louis, MO, USA) as previously described [108].

### 4.3. Lipid Peroxidation Assay

Cellular lipid reactive oxygen species were measured using the Image-iT™ Lipid Peroxidation Kit (C10445, ThermoFisher Scientific, Waltham, MA, USA) according to the manufacturer’s protocol. In short, cells were seeded in 6 well plates at a density of 5 × 105 cells/well and treated the next day with 5 µM RSL3 (with or without pre-treatment with 2 µM Fer-1) or 100 µM cumene hydroperoxide (positive control). Cells were subsequently incubated for 30 min with 10 µM Image-iT™ Lipid Peroxidation Sensor at 37 °C. After incubation, cells were collected by trypsinization with TrypLE Express Enzyme (ThermoFisher Scientific, Waltham, MA, USA). Cells were washed 3 times with pre-warmed PBS and a fluorescence shift from 590 nm to 510 nm was measured with the CytoFlex flow cytometer (Beckman Coulter Life Sciences, Indianapolis, IN, USA).

### 4.4. RNA Extraction, RNA Sequencing, and RNA Sequencing Data Analysis

Total RNA from control and RSL3-treated (3 h, 5 µM RSL3) MM1 cells was isolated using the RNeasy Mini Kit (Qiagen, Venlo, Netherlands) according to the manufacturer’s protocol. Isolated RNA was quantified and qualified using the Epoch™ Microplate Spectrophotometer (BioTek, Winooski, VT, USA) and sent to BGI (BGI Group, Beijing, China) for RNA sequencing analysis as previously described [108]. Briefly, RNA integrity (RNA content > 80 ng/µL, 28 s/18 s ≥ 1.0 and RIN ≥ 7.0) was determined using the 2100 Bioanalyzer system (Agilent Technologies, Santa Clara, CA, USA), after which library preparation was initiated. A 2 X 50 bp pair-end RNA sequencing was subsequently performed on the BGISEQ-500 platform (BGI Group, Beijing, China). RNAseq data were deposited in the NCBI GEO database with accession number GSE22309570.

Analysis of RNA sequencing data was performed as previously described [108]. In short, the quality of the sequencing reads was evaluated using FastQC (v0.11.5, Braham Institute, Cambridge, UK) [109] and subsequent alignment to the human reference genome build 37 (hg19) was performed with the STAR (v.2.7.3a, Cold Spring Harbor Laboratory, Cold Spring Harbor, NY, USA) tool [110]. Differential gene expression was performed with the DESeq2 R package (v1.30.1, European Molecular Biology Laboratory, Heidelberg, Germany) using the Wald statistical test, BH-corrected for multiple testing [111]. Genes were considered statistically significant when FDR < 0.5. Metascape pathway analysis of the statistically significant DEGs was performed with the online Metascape web tool (v3.5, Genomics Institute of the Novartis Research Foundation, San Diego, CA, USA) using the express analysis settings [44]. Pearson’s correlation of differentially expressed genes between MM1S and MM1R cells was visualized using the ggscatter function of the gplots R package (v3.1.1, Tel Aviv University, Tel Aviv, Israel) [112]. Protein interaction networks were generated using the STRING database (v11—medium confidence interaction score settings, University of Zurich, Zurich, Switzerland) [113].

### 4.5. cDNA Synthesis and qPCR Analysis

Total extracted RNA (500 ng) was converted into cDNA using the GoScript™ Reverse Transcriptase System (Promega, Madison, WI, USA) according to the manufacturer’s instructions. cDNA was subsequently used as input for qPCR analysis using the GoTaq^®^ qPCR Master Mix (Promega, Madison, WI, USA) as previously described [108]. ΔΔCt-values were calculated using ACTB as a housekeeping gene. Primers sequences are listed in Supplementary Table S2.

### 4.6. Histone Extraction and MS Sample Preparation

Extraction of histone proteins was performed as previously described [45,46]. In short, two extraction protocols, namely, hypotonic lysis (protocol A) and direct acid lysis (protocol B), were explored. In protocol A, 2 × 10^6^ cells were resuspended in hypotonic lysis buffer (10 mM Tris-HCl pH 8.0, 1 mM KCl, 1.5 mM MgCl2) supplemented with 1 mM DTT, 1 mM PMSF, Halt Protease and Phosphatase Inhibitor Cocktail 100× (ThermoFisher Scientific, Waltham, MA, USA), and phosphatase inhibitor cocktails II and III (Sigma-Aldrich, Saint-Louis, MO, USA). Lysates were incubated for 30 min at 4 °C on a rotator, after which nuclei were pelleted by 10 min centrifugation at 10,000× *g* and 4 °C. Pellets were then resuspended in 0.4 N HCl and incubated again at 4 °C for 30 min on a rotator. In protocol B, 2 × 10^6^ cells were lysed directly in 0.4 N HCl and incubated at 4 °C on a rotator for 2 h. For both protocols, lysates were subsequently centrifuged (16,000× *g*, 10 min, 4 °C) and supernatant was transferred to new Protein LoBind Eppendorf tubes. A final concentration of 33% trichloroacetic acid was slowly added to the histone solution, after which samples were inverted several times and incubated on ice for 30 min. Pelleted (16,000× *g*, 10 min, 4 °C) histones were washed twice with ice-cold acetone and air dried in a fume hood at RT. Part of the extracted histones (corresponding to 4 × 10^5^ cells) were used to assess purity and quantity by gel electrophoresis. Dried histones were resuspended in 2× Laemmli buffer (2.14% SDS, 26.3 % glycerol, and 10% 2-mercaptoethanol in 65.8 mM Tris-HCl pH 6.8) and separated on 8–16% Criterion TGX™ gradient gels (Bio-Rad Laboratories, Hercules, CA, USA). Gels were stained with the Sypro Ruby fluorescent gel stain (ThermoFisher Scientific, Waltham, MA, USA) and visualized with the VersaDoc 3000 imager (Bio-Rad Laboratories, Hercules, CA, USA). Quantity One software (Bio-Rad Laboratories, Hercules, CA, USA) was used for purity analysis. Remaining purified histones were propionylated and trypsin digested as previously described [46]. Proprionylated histones were dissolved in 0.1% formic acid in UPLC-grade water, sonicated, and centrifuged to remove insoluble aggregates prior to injection onto the LC-MS system. Equal fractions of all samples were pooled to generate quality control (QC) samples, which were run in fixed intervals in between the other samples. All samples were spiked with digested beta-galactosidase (20 fmol on column; Sciex) to monitor chromatographic quality and variation between LC-MS runs.

### 4.7. LC-MS Method and Data Analysis

All samples were acquired in data-dependent acquisition (DDA) using a TripleTOF 5600 mass spectrometer (Sciex, Concord, Ontario, Canada) coupled to a NanoLC 400 HPLC system (Eksigent, Dublin, CA). Histone samples were loaded onto a YMC TriArt C18 trap column (id 500 µm, length 5 mm, particle size 3 µm) at a flow rate of 5 μL/min for 5 min in 0.1% trifluoroacetic acid (TFA) in water. Afterwards, histone peptides were transferred to a microLC YMC TriArt C18 column (id 300 µm, length 15 cm, particle size 3 µm) and separated at a flow rate of 5 µL/min using a gradient of 60 min going from 3 to 45% mobile phase B. Mobile phase A consisted of UPLC-grade water spiked with 0.1% (*v/v*) FA and 3% (*v/v*) DMSO, whereas mobile phase B consisted of UPLC-grade ACN spiked with 0.1% (*v/v*) FA. The 10 most intense precursor ions from 400–1250 m/z with charge states 2–5 that exceeded 300 counts per second were selected for fragmentation, and the corresponding fragmentation MS2 spectra were collected between 65–2000 m/z for 200 ms. After the fragmentation event, the precursor ions were dynamically excluded from reselection for 10 s. Progenesis QI for Proteomics (Progenesis QIP v4.1, Nonlinear Dynamics, Waters) was used to process the raw LC–MS data as described before [46]. In short, raw data were imported and aligned in the Progenesis software, after which the detected peptide spectra were annotated to histone PTMs using Mascot (Matrix Science) with the same settings as described in [44]. Once histone PTMs were identified, relative abundances of each PTM were calculated by dividing the area under the curve (AUC) of each peptidoform containing the PTM by the sum of AUCs for all observed forms of that peptide. Significant (*p* < 0.05) differences in PTM relative abundance between treatment groups and the untreated controls were identified by performing two-tailed student *t*-tests.

### 4.8. Protein Extraction and Western Blot Analysis

To validate and quantify histone PTMs, 6 µg of purified histone extracts were resuspended in 4 X Laemmli buffer diluted in high-purity water. Protein separation and Western blot detection were performed as previously described [108]. Whole-cell lysates of RSL3-treated cells were obtained by lysing cell pellets (1 × 10^6^ cells) in 0.5 mL RIPA buffer (150 mM NaCl, 0.1% Triton X-100, 0.1% SDS, 50 mM Tris-HCl pH 8) supplemented with protease inhibitors (Complete Mini^®^, Roche). Soluble protein extracts were obtained after 15 min incubation on ice followed by brief sonication and centrifugation at 16 g for 20 min at 4 °C. All blots were blocked for 1 h at RT in 5% BSA blocking buffer and incubated overnight with primary antibody at 4 °C. After 2 h incubation at RT with dye-conjugated secondary antibody (Dako, Glostrup, Denmark), signal intensities were measured with the Amersham Imager 680 (Cytiva, MA, USA) and quantified with Image J software.

### 4.9. Gel Filtration Chromatography

Commercially available H3-H4 tetramers (Epicypher, Durham, NC, USA) were incubated for 30 min with a tenfold excess of FeSO_4_, CuSO_4_ (positive control), or K_2_SO_4_ (negative control). After 15 min centrifugation at 13,400 rpm, samples were loaded on a Superdex 200 HR 10/300 GL gel filtration column (Cytiva, MA, USA) equilibrated with running buffer (500 mM NaCl, pH 7.2) at a flow rate of 0.5 mL/min. Absorbance was measured at 280 nm and retention times were compared to those of the Biorad Broad Range Standard (Biorad, CA, USA).

### 4.10. DNA Extraction and Bisulfite Conversion

Total DNA from MM1 cells was isolated using the QIAmp DNA mini kit (Qiagen, Venlo, Netherlands) according to the manufacturer’s instructions. Subsequent bisulfite conversion of 1 µg isolated DNA was performed using the EpiTect Fast Bisulfite Conversion kit (Qiagen, Venlo, Netherlands) and the EZ DNA Methylation Kit (Zymo Research, Irvine, CA, USA) for pyrosequencing and Infinium MethylationEPIC analysis, respectively. To confirm successful bisulfite conversion, a PCR using bisulfite-specific primers was executed with the PyroMark PCR kit (Qiagen, Venlo, Netherlands) and the resulting PCR product was visualized on a 2% agarose gel to which GelRed™ staining (Biotium, Fremont, CA, USA) was added. Primers sequences are listed in Supplementary Table S2.

### 4.11. LINE-1 Pyrosequencing

Methylation of LINE-1 in MM1 cells was analyzed by pyrosequencing, as previously described [114]. Briefly, all required primers (i.e., forward, biotinylated-reverse, and sequencing primers) were designed using the PyroMaker Assay Design 2.0 software (Qiagen, Venlo, Netherlands), and sequences are provided in Supplementary Table S2. Bisulfite-converted LINE-1 DNA fragments were PCR amplified using the PyroMark PCR kit (Qiagen, Venlo, Netherlands). Successful PCR amplification was assessed by TBE electrophoresis at 2% agarose gel as described above, after which the PyroMark Q24 Instrument (Qiagen, Venlo, Netherlands) was used to perform pyrosequencing. Biotinylated PCR products were immobilized on streptavidin-coated Sepharose beads (High Performance, GE Healthcare, Chicago, IL, USA), captured by the PyroMark vacuum Q24 workstation, washed, and denatured. Single-stranded PCR products were then released into a 24-well plate and annealed to the sequencing primer for 2 min at 80 °C. After completion of the pyrosequencing run, results were analyzed using the PyroMark Q24 software (Qiagen, Venlo, The Netherlands).

### 4.12. Infinium Methylation EPIC BeadChip Analysis

Genome-wide DNA methylation was analyzed on the Infinium Methylation EPIC BeadChip platform (Illumina, San Diego, CA, USA) at the Center for Medical Genetics (UZA, University of Antwerp). A total of 500 ng of bisulfite-converted DNA from MM1S and MM1R cells left untreated, treated with 1 µM RSL3, or treated with 2 µM Fer-1 and 1 µM RSL3 was used for whole-genome amplification, enzymatic fragmentation, precipitation, and resuspension as described in the manufacturer’s protocol. EPIC chips were analyzed using the Illumina Hi-Scan system and DNA methylation was measured at 866,836 CpG sites.

DNA methylation data were processed using the minfi (v1.36.0, Massachusetts General Hospital and Harvard Medical School, Boston, MA, USA) [115] and limma (v3.46.0, University of Melbourne, Parkville, Victoria, Australia) [116] R packages as described by Maksimovic et al. [117]. Quality control of all samples occurred by evaluating whether <95% of the CpG probes had a detection *p*-value of < 0.05. Data were subsequently corrected for background signal and normalized using quantile normalization. Finally, cross-reactive and SNP-proximal probes were removed from the data [117]. Normalized data were subsequently analyzed for target selection with a cut-off of 10% differential methylation and FDR < 0.05 (BH-correction). Methylation intensities for each probe are represented as β-values [118]. Heatmap visualization of differentially methylated probes was generated using the heatmap.2 R package (v3.1.1 Tel Aviv University, Tel Aviv, Israel). Pathway enrichment of differentially methylated probes was performed using the Metascape online tool as described above [44]. Methylation data were deposited in the NCBI GEO database (GSE184576).

### 4.13. Global DNA Methylation Analysis by LC-MS/MS

DNA was analyzed by LC-MS/MS as previously described [119]. In short, 0.5 µg of isolated DNA was enzymatically hydrolyzed to individual deoxyribonucleosides by a one-step DNA hydrolysis procedure consisting of a digest mix prepared by adding phosphodiesterase I, alkaline phosphatase, and benzonase nuclease to Tris-HCl buffer (Sigma-Aldrich, Saint Louis, MO, USA). Global genomic DNA (hdyroxy)methylation was measured using ultrapressure liquid chromatography combined with tandem mass spectrometry. Absolute concentrations of cytosine (C), 5-methylcytosine (5-mC), and 5-hydroxymethylcytosine (5-hmC) were calculated by interpolating the results onto a calibration curve. The results are expressed as DNA methylation in percentage (%) (calculated as 5-mC/(5-mC + 5-hmC + C)) and DNA hydroxymethylation (%) (calculated as 5-hmC/(5-mC +5-hmC + C)).

## Figures and Tables

**Figure 1:**
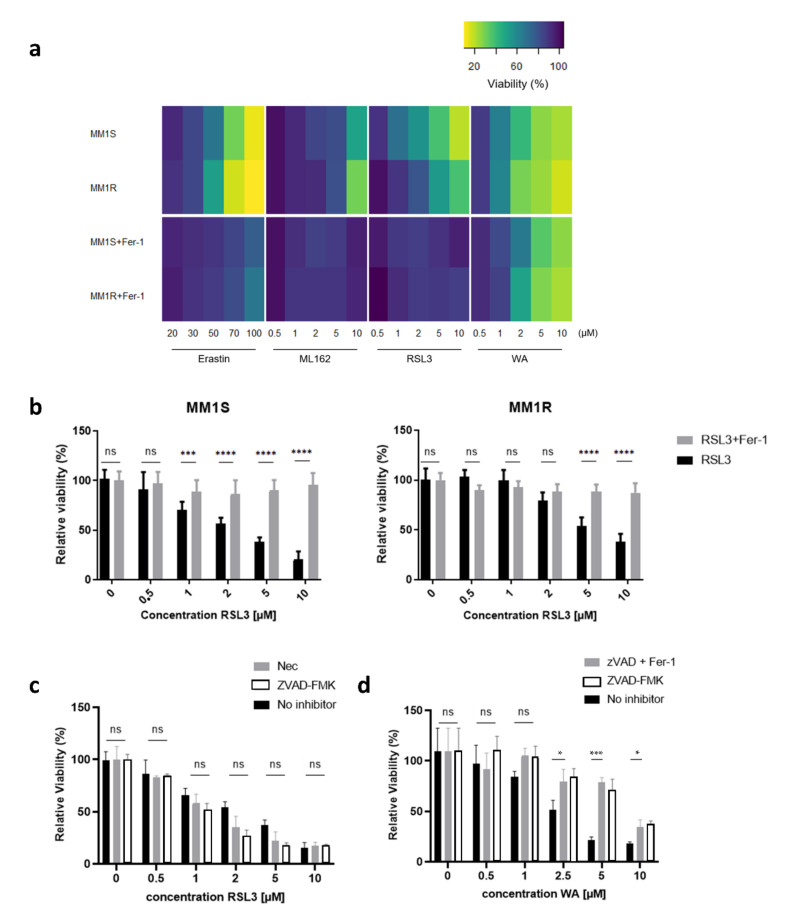
MM1 multiple myeloma cell lines are susceptible to ferroptosis induction. (**a**) Heatmap representing relative cell viability of MM1 cells upon 24 h exposure to increasing concentrations of erastin, ML162, RSL3, and withaferin A (WA) with or without pre-treatment with ferroptosis inhibitor ferrostatin-1 (Fer-1). (**b**) Relative cell viability of MM1S (left) and MM1R (right) cells upon 24 h exposure to increasing concentrations of RSL3 with or without pre-treatment with 2 µM ferrostatin-1 (Fer-1). Data are plotted as the mean ± s.d., *n* = 3 biologically independent replicates (ns = *p* > 0.05, *** *p* < 0.001 **** *p* < 0.0001, ANOVA). (**c**) Relative viability of MM1 cells upon 24 h exposure to increasing concentrations of RSL3 with or without pre-treatment with 10 µM necrostatin-1 (Nec) or 50 µM caspase inhibitor ZVAD-FMK. Data are plotted as the mean ± s.d., *n* = 3 biologically independent replicates. (**d**) Relative viability of MM1 cells upon 24 h exposure to increasing concentrations of WA with or without pre-treatment with 10 µM necrostatin-1 (Nec) or 50 µM caspase inhibitor ZVAD-FMK (* *p* < 0.05). Data are plotted as the mean ± s.d., *n* = 3 biologically independent replicates.

**Figure 2:**
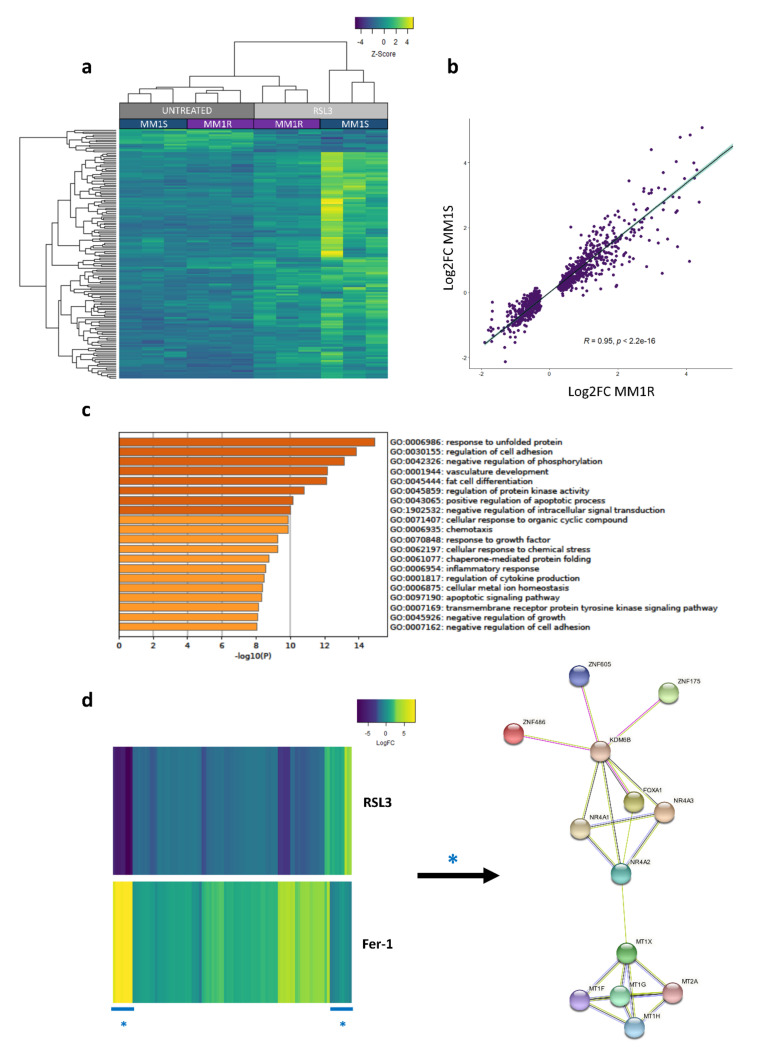
RNAseq analysis reveals RSL3-induced transcriptional changes in MM1 cells. (**a**) Heatmap representation of rlog gene counts of differentially expressed genes (FDR < 0.05, logFC > | 1 |) in MM1 cells treated with 5 µM RSL3 for 3 h. Gene counts are represented as Z-scores, *n* = 3 biologically independent replicates per cell line. (**b**) Scatter plot displaying the correlation between the logFC of significant DEGS identified in MM1R and MM1S cells. The strength of the correlation is indicated by the regression line (with 95% confidence interval indicated in light blue) and corresponding coefficient of determination (R). Significance of the correlation was calculated by Pearson correlation and is represented by the Pearson correlation coefficient (*p*). (**c**) Metascape pathway analysis [44] of RNAseq data displaying the top 20 significantly enriched pathways of RSL3-treated MM1 cells compared to untreated controls. (**d**) Heatmap representation (left) and protein interaction network (right) of differentially expressed genes in RSL3-treated MM1 cells, of which the expression change could be completely reverted by a 2 h 2 µM ferrostatin (Fer-1) pre-treatment. The most significant genes are indicated with * and included in the protein–protein interaction network.

**Figure 3:**
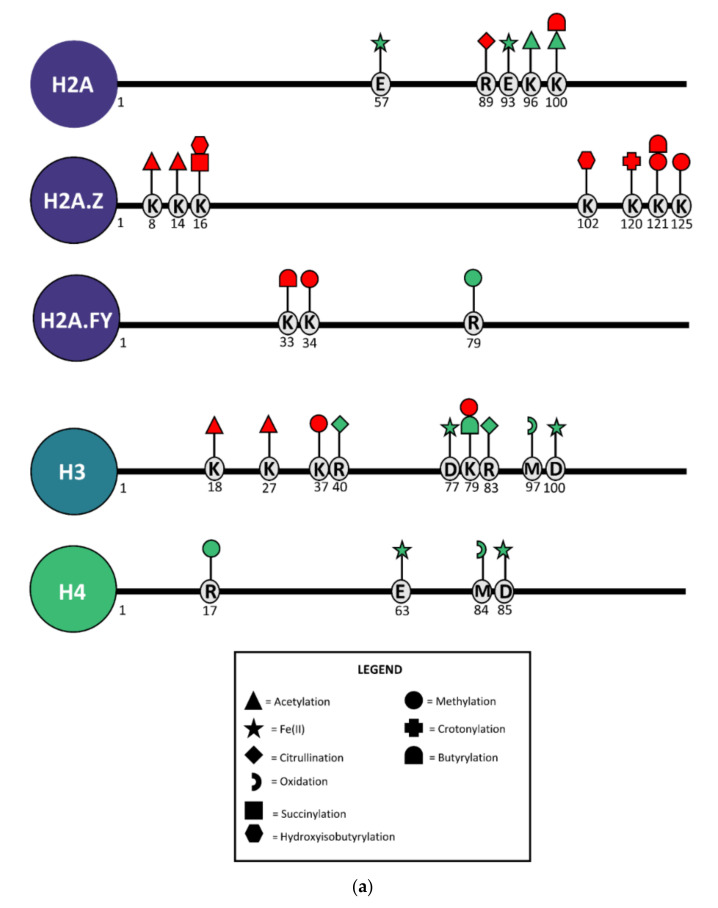

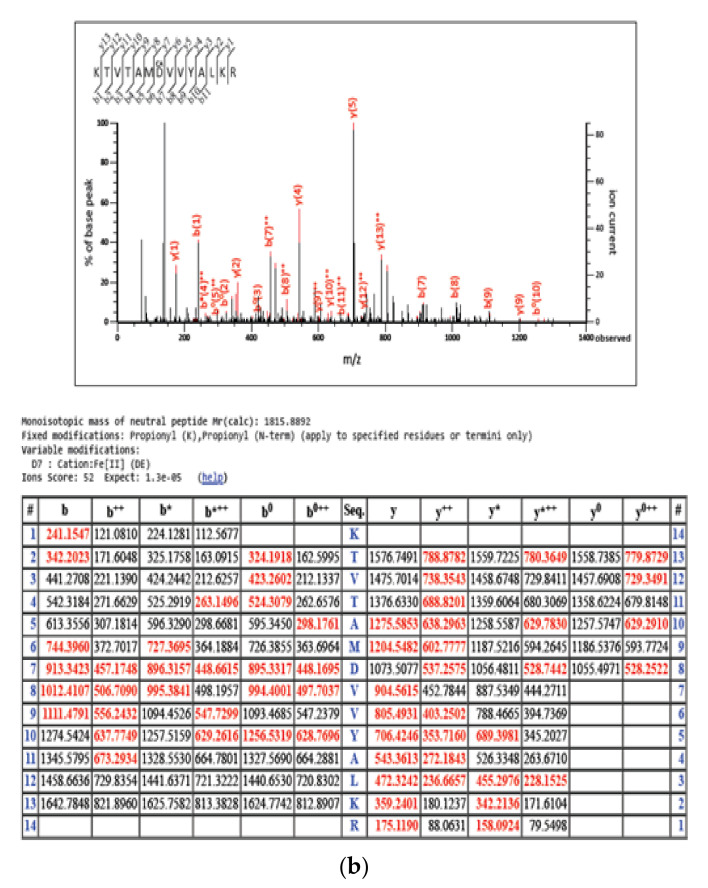
(**a**) Overview of progressive significant (*p* < 0.05) changes in histone post-transcriptional modifications (PTMs) in MM1 cells after RSL3 treatment compared to untreated controls. Each symbol depicts a different PTM. Red symbols represent downregulated modifications whereas green symbols represent upregulation. The position of each PTM is indicated by the amino acid (AA) single-letter code and its AA position within the corresponding histone protein sequence. (**b**) Annotated H4 MS/MS spectrum demonstrating Fe^2+^ binding to H4 glutamate (E) and aspartate (D) residues under ferroptotic conditions. Coverage of detected b and y ions are presented in the lower table, with # indicating fragment index and “Seq.” referring to the amino acid residue. B and y ions displayed in the figure are singly charged, unless otherwise indicated by their index (++ indicates a doubly charged fragment ions). Ions marked with an asterisk (*) represent ions with ammonium loss, ions marked with a circle (°) represent ions with water loss.

**Figure 4:**
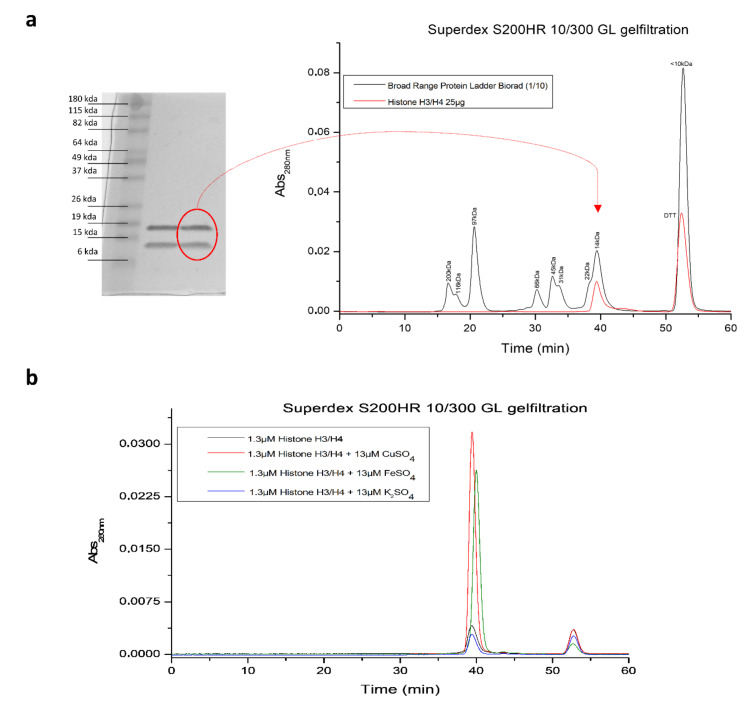
Purified H3-H4 tetramers display an increase in 280 nm absorbance after addition of FeSO_4_. (**a**) Purity of commercial H3-H4 tetramers was evaluated by SDS-PAGE Coomassie staining (left) and gel filtration (right). (**b**) Absorbance spectrum at 280 nm of H3-H4 tetramers incubated with a 10-fold excess of CuSO_4_ (positive control), K_2_SO_4_ (negative control), and FeSO_4_.

**Figure 5:**
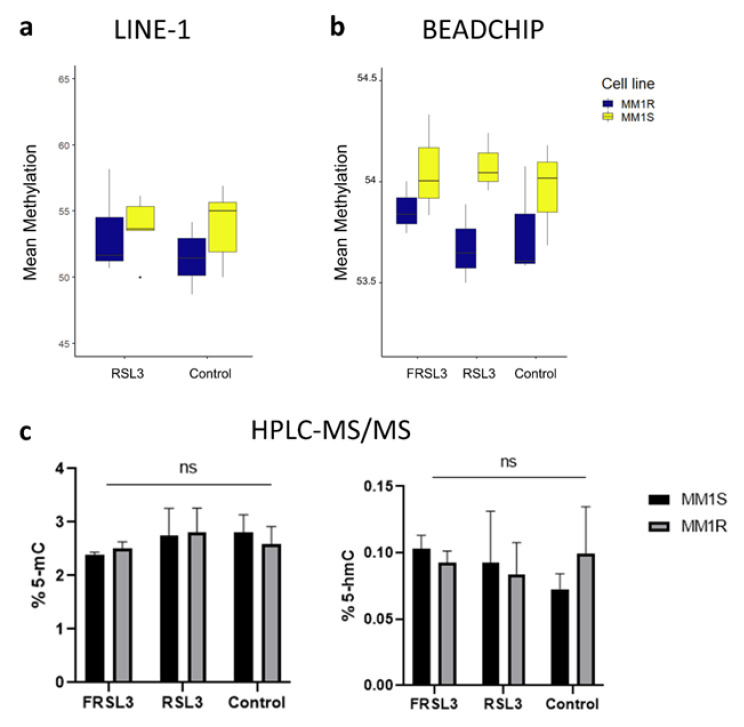
Global DNA methylation changes in MM1 cells after RSL3 treatment (with or without pre-treatment of ferrostatin-1 (FRSL3)). (**a**) Mean methylation levels (%) of 3 CpGs located in long interspersed nuclear elements 1 (LINE-1), *n* = 3 biologically independent replicates. (**b**) Mean methylation levels (%) of 866.836 genome-wide CpG sites analyzed with the Illumina Infinium Methylation EPIC BeadChip, *n* = 3 biologically independent replicates. (**c**) Mean % of 5-methylcytosine (left) and 5-hydorxymethylcytosine (right) residues present in MM1 samples. Data are represented as the mean ± s.d. (ns = *p* > 0.05, ANOVA), *n* = 3 biologically independent replicates.

**Figure 6:**
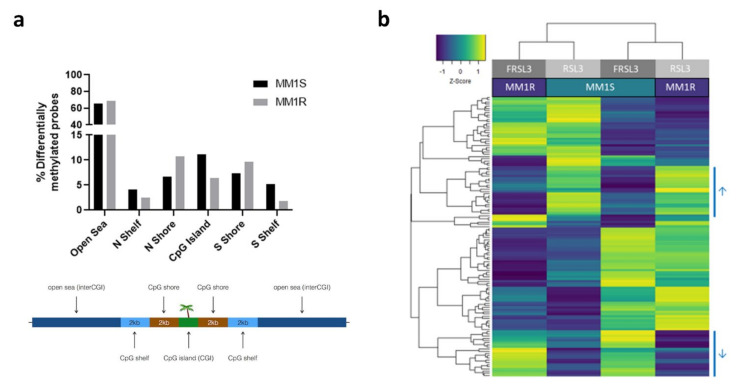
Local DNA methylation changes in MM1 cells after RSL3 treatment (with or without pre-treatment with ferrostatin-1 (FRSL3)). (**a**) Bar chart visualization of the percentage of significantly differentially methylated (FDR < 0.05, Δβ difference > 0.10) CpG loci (y-axis) between RSL3 and ferrostatin-1 pre-treated RSL3 MM1 cells and their corresponding genomic compartments (x-axis). (**b**) Heatmap representation of the methylation level (β-values) of the top common DMP CpG sites of MM1 cells treated with RSL3 (with or without pre-treatment with ferrostatin-1). β-values are represented as Z-scores, where the lowest methylation value is indicated in blue and the highest in yellow.

**Figure 7:**
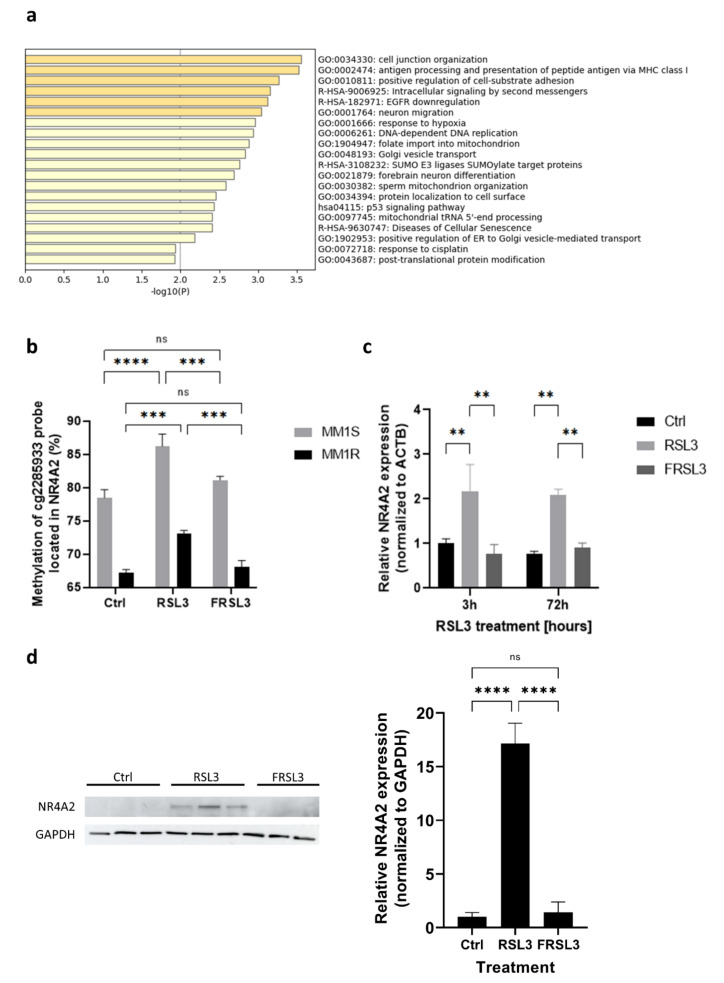
Ferroptosis induction results in significant methylation changes in genes associated with DNA repair and cellular senescence. (**a**) Metascape pathway analysis [44] of genes associated with the top significant (FDR < 0.01) differentially methylated CpG probes in MM1 cells after RSL3 treatment. (**b**) Mean methylation levels (%) of CpG probe cg2285933 located in the S shelf of the NR4A2 gene as determined by pyrosequencing. Data are represented as mean methylation levels ± s.d., *n* = 3 biologically independent replicates per cell line (*** *p* < 0.001, **** *p* < 0.0001). (**c**) Relative NR4A2 mRNA expression in MM1 cells after treatment with RSL3. Data are plotted as the mean ± s.d., *n* = 3 biologically independent replicates (** *p* < 0.01). (**d**) Western blot detection and quantification of NR4A2 and GAPDH expression levels after RSL3 treatment in MM1 cells. Data are plotted as the mean ± s.d., *n* = 3 biologically independent replicates per cell line (ns = *p* > 0.05, **** *p* < 0.0001, ANOVA).

**Table 1:** Overview of RSL3-induced changes in histone PTMs linked to DNA repair and cellular senescence.

Histone PTM or Variant	Expression after RSL3 Treatment	Biological Process	Functional Role	References
H3K79me3	↓	Genome stability	Enriched in heterochromatic centromeric and telomeric regions; prevents spreading of heterochromatin	[48,49,50]
		DNA repair	Controls DNA resection at damaged sites during homologous recombination; crucial in repairing UV-induced DNA damage	[51,52]
H3K18ac	↓	DNA repair	Regulates the expression of antioxidant genes; recruits DNA repair enzymes to damaged sites; regulates expression of nucleotide excision repair-related genes	[53,54,55,56]
		Cellular senescence	H3K18 deacetylation protects cells against mitotic errors and cellular senescence	[57]
		Genome stability	Maintains pericentric hetero-chromatin silencing	[57]
H3K27ac	↓	DNA repair	Regulates the expression of nucleotide excision repair-related genes	[56,58]
		Cellular senescence	Enriched in enhancers of senescence-associated secretory phenotype (SASP) genes	[59,60,61]
H2A.Z	↑	DNA repair	Facilitates chromatin decondensation to allow for loading of DNA repair proteins to DNA breaks	[62,63,64]
		Genome stability	Required for chromosome segregation and cytokinesis; prevents spreading of hetero-chromatin; preserves integrity of centromeres and telomeres	[65,66,67,68]
		Cellular senescence	Overexpression alters regulation of cell cycle and DNA damage repair enzymes and suppresses cellular senescence	[69]
H2A.FY	↑	Cellular senescence	Regulates downstream acetylation to regulate senescence transcription programs	[70,71]
		DNA repair	Alters the kinetics of PAR polymerases during DNA damage responses	[72]

**Table 2:** Common enriched pathways of significant DMP-related genes between RSL3-treated MM1S and MM1R cells.

Common Pathway	GO Term MM1S Cells		GO Term MM1R Cells	
	*GO Term*	*−log p-Value*	*GO Term*	*−log p-Value*
Cell cycle	Negative regulation of cell cycle process	10	DNA replication	5
	Negative regulation of nuclear division	8	Meiotic cell cycle	3.8
	S-phase	4.5	Cell cycle	2.4
	Negative regulation of meiotic nuclear division	3.8	Regulation of transcription involved in G1/S transition of mitotic cell cycle	2.1
Autophagy	Regulation of autophagy	4.4	Autophagy	2.2
Insulin Signaling Pathway	Insulin signaling pathway	3.8	Insulin processing	2.4
			Insulin-like growth factor receptor signaling pathway	2.0
CtBP core complex	CtBP complex	3.7	CtBP core complex	3.9
VEGF Signaling	VEGFA-VEGFR2 signaling pathway	2.3	VEGFA-VEGFR2 Signaling Pathway	4.6
Rett Syndrome	Rett syndrome-causing genes	3.1	Rett syndrome-causing genes	2.5

## Data Availability

The RNA sequencing and BeadChip Array data presented in this study are openly available in the GEO repository (with GSE22309570 and GSE184576, respectively).

## Supplementary Materials

The following are available online at https://www.mdpi.com/article/10.3390/ijms222212234/s1, Figure S1: Relative viability of MM1 cells upon dexamethasone and ferrostatin-1 pre-treatment, Figure S2: Relative viability and lipid peroxidation analysis of MM1R cells treated with RSL3, Figure S3: Gene expression of iron and ferroptosis responsive genes in ferroptotic MM1 cells, Figure S4: Histone extraction optimization from MM1 cells for LC-MS analysis of post-translational modifications, Figure S5: Western blot validation of histone proteomics experiments, Figure S6: Annotated MS/MS spectra of H3 and H2A, Figure S7: Pathway analysis of significant differentially methylated CpG probes in RSL3 MM1S cells, Figure S8: Pathway analysis of significant differentially methylated CpG probes in RSL3 MM1R cells, Table S1: Overview of significantly altered histone PTMs in RSL3-treated MM1 cells, Table S2: Overview of primers used in this study, Table S3: Overview of full-length Western blots.

How the deposited data were processed for this re-analysis (not part of the article)

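RNA sequencing was analysed for 18 libraries of the myeloma lines MM1R and MM1S, 3 from untreated cells, 3 from cells given 5 µM RSL3 for 3 h and 3 from cells given 2 µM Fer-1 for 2 h before RSL3 in each line. The authors sequenced RNA in pairs of 50 bp reads on a BGISEQ-500, checked the reads with FastQC, aligned them to hg19 with STAR, and deposited raw read counts for 43735 genes. The authors also deposited a table of normalized signal values for 29553 genes, in which each count is divided by a size factor that is constant within a library and lies between 0.834 and 1.08. The paper's text does not name the counting tool, the annotation or the use of strand, so genes that overlap or share reads with paralogs or pseudogenes are uncertain. Every column was assigned to a sample by its label.

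Total counts per library were 17635438 to 19368343. Of the genes in the raw table, 15877 had 0 counts in all libraries, and filterByExpr with a minimum count of 10 removed 13577 more and kept 14281. TMM factors were 0.864 to 1.06. The tools were R 4.3.3, edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Groups were compared with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment in 1 model of 6 group means with all 18 libraries, for each line, averaged over both lines, and for the difference between the lines. DEGs had an FDR under 0.05 and a log2 fold change over 1 in size. Common DEGs were DEGs in the same direction in both lines, and reverted genes were also DEGs in the opposite direction for Fer-1 and RSL3 against RSL3 alone.

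The genes given by name are the 27 genes that the paper names, the 5 common DEGs with the largest mean rise and the 5 with the largest mean fall among those whose RSL3 and untreated libraries do not overlap, the 3 genes with the smallest FDR in each direction for the interaction and for the untreated lines, the reverted genes, and up to 5 common DEGs of each gene list. The 12 gene lists tested are heat shock proteins and chaperones, ATF4 and integrated stress response targets, NRF2 targets, metallothioneins and a zinc exporter, immediate early genes, dual specificity phosphatases and kinase feedback inhibitors, inflammatory and cytokine genes, apoptosis genes, senescence genes, cell cycle genes, fatty acid and cholesterol metabolism, and 1 list that is not reported, as is 1 of the 27 genes. They were tested with camera on log2 CPM with a prior count of 2. The mean rise and fall are those of the fitted fold changes. Gene positions were taken from an annotation of hg19, joined by gene symbol.

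The replicate numbers stand for cell passages and pair the libraries within a line. The deviations of libraries of the same passage from their group means had a median correlation of 0.250 in MM1R cells (0.0338 to 0.516, 9 pairs) and of 0.416 in MM1S cells (0.216 to 0.681, 9 pairs). A fit with the passage as a block, which leaves 8 residual degrees of freedom in place of 12, was an alternative. The other alternatives were DESeq2, RLE and upper-quartile scaling, the authors' normalized values, no filter or a stricter filter on low counts, only the groups compared, other thresholds, fry or an estimated correlation for the lists, and leaving out each library in turn. Offsets for GC content and gene length, for the 91.2% of tested genes with an annotated sequence, and further DESeq2 models were added after the data had been seen.

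The steps were tested on simulated data with the real library sizes, in which 200 of 14064 genes changed 4-fold. They called 188 of these genes (94%, with 1 false call) in MM1R cells, 191 (95.5%, with 2 false calls) in MM1S cells and 196 (98%, with 4 false calls) in the averaged comparison. They recovered 185 as common DEGs, and of 50 reverted genes 44 in both lines and 47 in the averaged comparison. The interaction gave 0 calls where none were simulated. Other data of the study, such as viability assays, were not analysed here.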

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

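Apart from the splits of the 6 libraries of a comparison, the tests in this part were chosen only after the result was seen.

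Cells given Fer-1 and RSL3 differed from untreated cells, a comparison for which the paper reports no result. There were 309 DEGs in MM1R cells, 195 in MM1S cells and 423 averaged over both lines (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In each line, 1 of the 10 splits of the 6 libraries, the real one, gave as many DEGs, and the others gave 0, but 10 splits alone are too few to exclude chance. In the other line, 96.4% of the DEGs of MM1R cells and 99.5% of those of MM1S cells had the same direction, against 73.8% of all genes tested. This argues against chance only in part, since MM1R Fer-1 + RSL3 replicate 2 held MM1S transcripts. The lines are thus not independent in this comparison. Averaged over both lines, 1 of 100 drawn splits and 1 of 32 exchanges within passages gave as many. Bias from GC content and gene length is argued against, since 90.7% of the 535 averaged DEGs of the fit with the passage as a block (485 genes) remained with offsets for both. The untreated libraries are shared with the RSL3 comparison, but when Fer-1 and RSL3 was simulated as equal to untreated cells, at most 0 genes were DEGs in both comparisons, against 234 observed. When Fer-1 and RSL3 was simulated as equal to RSL3 alone, a median of 484 genes (456 to 510) were DEGs in both. Those simulations held more averaged DEGs of RSL3 than the real libraries, with a median of 676 against 462. Left-over RSL3 response in the presence of Fer-1 and an effect of Fer-1 itself stay open, since no library had Fer-1 alone. Leaving out a library moved the counts to between 189 (without MM1R untreated replicate 2) and 394 (without MM1S RSL3 replicate 1) in MM1R cells and between 115 (without MM1S Fer-1 + RSL3 replicate 1) and 291 (without MM1S RSL3 replicate 1) in MM1S cells.

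The untreated lines differed in 662 DEGs, 370 higher and 292 lower in MM1R cells, which the paper does not report. The smallest FDRs were those of LINC01518 (at least 78.2-fold higher in MM1R cells, FDR = 2.56e-08), ADGRE5 (log2 fold change 5.02, FDR = 2.56e-08) and CDKN2A (9.32, FDR = 3.1e-08), and of LHX8 (-3.88, FDR = 4.47e-05), CMTR1 (-1.15, FDR = 4.66e-05) and SHTN1 (-1.68, FDR = 0.000116), by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. As many were found in 1 of the 10 splits of the 6 libraries, too few alone to exclude chance. It is argued against by the passages left out, since of the DEGs called without 1 passage of each line (92 to 1107 genes over 9 pairs of passages), 82.1 to 100% had the same direction in the untreated libraries of those passages. With offsets for GC content and gene length, 87.6% of the 707 DEGs of the fit with the passage as a block (619 genes) remained, which argues against that bias. The lines share 0 passage numbers, so passage cannot be told apart from cell line. Leaving out a library gave 415 (without MM1S untreated replicate 3) to 796 DEGs (without MM1S RSL3 replicate 1).

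The library labelled MM1R Fer-1 + RSL3 replicate 2 held transcripts of the other line, a signal the paper does not discuss. Over genes higher in MM1S cells, its level was at a median of 49.3% of the way to the MM1S level. The other 17 libraries, each over its own genes higher in the opposite line, were at -2.04 to 4.80% of the way to that line. Over genes higher in MM1R cells, MM1R Fer-1 + RSL3 replicate 2 was 58.8% of the way to the MM1S level, short of the full change that a mislabelled MM1S library would show. An effect of Fer-1 is argued against by the other two MM1R libraries with Fer-1 and RSL3, of which the higher was at -0.000524%. MM1S cells or RNA mixed into this library are a candidate explanation. Whether this happened in culture or in the laboratory was not tested, nor was any biological explanation other than an effect of Fer-1. Without this library, 217 genes in place of 309 were DEGs of Fer-1 and RSL3 against untreated cells in MM1R cells.

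The RSL3 response of 4 gene lists differed between the lines by a test of the difference (camera with the preset correlation). The median difference of MM1R minus MM1S on the log2 CPM scale was -0.38 for the heat shock genes (adjusted p = 0.00101), -0.13 for the NRF2 targets (adjusted p = 0.0291), 0.41 for the immediate early genes (adjusted p = 0.0317) and 0.0806 for the fatty acid and cholesterol genes (adjusted p = 0.0421). Correlation between the genes of a list is a candidate explanation, since with an estimated correlation the adjusted p of the heat shock list was 0.952. For the heat shock list, so is a single library with a strong response, since without MM1S RSL3 replicate 1 its difference was 0.10 (adjusted p = 0.422). For the immediate early genes, which were higher in MM1R cells, a strong MM1R library is a candidate, since without MM1R RSL3 replicate 3 the difference was -0.0694 (adjusted p = 0.859). For the fatty acid and cholesterol genes the same library decides nothing, since without it the call was lost (adjusted p = 0.376) while the difference, 0.0923, was not smaller. The differences of these 2 lists were 1.299 (adjusted p = 6.78e-11) and 0.14 (adjusted p = 0.00337) without MM1S RSL3 replicate 1. Without that library the NRF2 targets lost their call (-0.17, adjusted p = 0.0711), while the metallothioneins (1.74, adjusted p = 0.00337), inflammatory and cytokine genes (0.68, adjusted p = 0.00198), dual specificity phosphatases and kinase feedback inhibitors (0.37, adjusted p = 0.00332) and cell cycle genes (-0.18, adjusted p = 0.00588) passed the threshold. The highest adjusted p with 1 library left out was 0.701 for the NRF2 targets (without MM1R RSL3 replicate 1), 0.947 for the immediate early genes (without MM1S RSL3 replicate 3) and 0.412 for the fatty acid and cholesterol genes (without MM1S RSL3 replicate 2). The cell cycle genes passed the threshold in 4 of the 18 fits, not in the same direction each time. Their difference was positive without MM1R RSL3 replicate 1 (0.31, adjusted p = 0.0114). It was also positive without MM1S untreated replicate 1 (0.20, adjusted p = 0.0292) or MM1S RSL3 replicate 3 (0.33, adjusted p = 0.0177). A difference between the lines stays open.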

How the results depend on the processing

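Each alternative changed 1 choice at a time, and where a count moved, the cause was not tested unless stated. In this order, results are the DEGs of RSL3 in MM1R and MM1S cells, the common DEGs (upregulated ones in parentheses), the reverted common DEGs and the averaged reverted genes, which were 171, 230, 105 (96), 0 and 5. With RLE or upper-quartile scaling, the authors' normalized values, or offsets for GC content and gene length alone, none of these counts moved by more than 1.5 times.

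DESeq2 gave 273 DEGs in MM1R cells, 182 (161) common DEGs, 4 reverted common DEGs (MT1F, MT1G, MT1X and MT2A) and 32 averaged reverted genes, with 12 and 5 DEGs of Fer-1 and RSL3 against RSL3 in the 2 lines. Of its 182 common DEGs, 100 were among the 105. Without a filter on low counts there were 431 and 517 DEGs, 289 (267) common DEGs, 52 reverted ones and 114 averaged reverted genes, 134 and 151 DEGs for Fer-1 against RSL3, 502 and 378 against untreated cells, 27 differing between the lines, and a correlation between the lines of 0.947. With at least 10 counts in every library, which tests fewer genes, there were 273 averaged DEGs, 317 between the untreated lines and 2 averaged reverted genes (MT1X and MT2A), and the mean log2 fold change of a list (inflammatory and cytokine genes, RSL3 versus untreated in MM1S) changed direction, to -0.0206. With only the groups compared, MM1R cells had 238 DEGs and MM1S cells 3 (GCLM, MSC and SRXN1), so that there were 3 (3) common DEGs. There were 0 averaged reverted genes.

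With the passage as a replicate block there were 410 and 387 DEGs, 215 (190) common DEGs, 4 reverted ones (MT1E, MT1F, MT1G and MT1H) and 22 averaged reverted genes, 12 and 5 DEGs for Fer-1 against RSL3, and 521 and 383 against untreated cells. Of the 215, 100 were among the 105. Chosen after seeing the data, the block with GC content and gene length offsets gave 366 and 401 DEGs, 211 (190) common DEGs, 4 reverted and 24 averaged reverted genes, 9 and 5 for Fer-1 against RSL3, and 396 against untreated cells in MM1S cells. DESeq2 with the block, also chosen then, gave 376 and 346 DEGs, 216 (192) common DEGs, 3 reverted (MT1G, MT1X and MT2A) and 32 averaged reverted genes, 31 and 7 for Fer-1 against RSL3, 348 against untreated cells in MM1S cells, and 7 differing between the lines. DESeq2 with line and treatment as terms gave 42 averaged reverted genes, and 35 with the block added. The genes named in these counts of 5 or fewer were chosen after their values were seen.

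An FDR threshold of 0.5 gave 716 and 787 DEGs, 403 (359) common DEGs and 119 averaged reverted genes, 25 for Fer-1 against RSL3 in MM1R cells, 815 and 651 against untreated cells, 1231 between the lines and a correlation of 0.945. A threshold of 0.01 gave 49 and 53 DEGs, 29 (26) common DEGs, 0 averaged reverted genes, 140 and 97 against untreated cells, 277 averaged and 363 between the lines. Without a fold change threshold there were 480 and 524 DEGs, 252 (174) common DEGs, 1317 and 659 against untreated cells, 2215 averaged and 1498 between the lines. With a 1.5-fold threshold there were 333 and 402 DEGs, 191 common DEGs, 793 and 482 against untreated cells, 974 averaged and 1101 between the lines. DEGs in either line numbered 296. The correlation was 0.945 over genes significant in either line and 0.765 over all genes tested. Of 24 list tests, 17 passed the threshold, 10 with fry and 0 with an estimated correlation.

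Across the 18 fits that each left out 1 library, the DEGs of RSL3 ranged from 52 (without MM1R untreated replicate 1) to 341 (without MM1S RSL3 replicate 1) in MM1R cells and from 52 (without MM1S untreated replicate 1) to 469 (without MM1S RSL3 replicate 3) in MM1S cells. Common DEGs ranged from 36 (without MM1S untreated replicate 1) to 161 (without MM1S RSL3 replicate 3), upregulated ones from 33 to 150 in the same fits, averaged DEGs from 315 (without MM1S RSL3 replicate 1) to 596 (without MM1S RSL3 replicate 3) and averaged reverted genes from 0 (without any one Fer-1 + RSL3 library) to 47 (without MM1S RSL3 replicate 3). Fer-1 and RSL3 against RSL3 gave 0 to 31 DEGs in MM1R cells (31 without MM1S RSL3 replicate 1) and 0 to 0 in MM1S cells. Against untreated cells the range was 189 (without MM1R untreated replicate 2) to 394 (without MM1S RSL3 replicate 1) in MM1R cells and 115 (without MM1S Fer-1 + RSL3 replicate 1) to 291 (without MM1S RSL3 replicate 1) in MM1S cells, and between the untreated lines 415 (without MM1S untreated replicate 3) to 796 (without MM1S RSL3 replicate 1). Reverted common DEGs and genes differing between the lines stayed at 0 to 0, the correlation at 0.957 to 0.986 and the list tests at 13 to 17. Without MM1S RSL3 replicate 1 the mean of the inflammatory and cytokine genes in MM1S cells changed direction, to -0.23, the lowest value, and the highest was 0.64 without MM1S RSL3 replicate 3.

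Of the other results, single genes and lists, 12 of 90 changed with DESeq2 (all stronger), 0 with RLE scaling or the authors' values, 2 with upper-quartile scaling (weaker), 18 without a filter (stronger), 28 of 88 with only the groups compared (25 weaker, 3 stronger), 13 with the block (4 weaker, 9 stronger), 7 of 24 list tests with fry and 17 with an estimated correlation (weaker), 19 of 66 at an FDR of 0.5 (stronger) and 28 at 0.01 (weaker). With at least 10 counts in every library, 4 of 72 changed (3 weaker, 1 reversed). Of the alternatives added later, 3 of 66 changed with the offsets (weaker), 11 with offsets and block (1 weaker, 10 stronger), 14 with DESeq2 and the block (1 weaker, 13 stronger), and 6 and 7 of 15 with the DESeq2 models with treatment as a term.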

Differences from the paper's values

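The paper gives 616 common DEGs of RSL3, 540 of them upregulated, where 105 and 96 genes were DEGs in both lines here; none of the alternatives set before the data were examined brought either count within 1.5 times the paper's. Counted in 1 comparison averaged over both lines, there were 462 DEGs, 399 of them upregulated, which lie within 1.5 times the paper's values. Each count did so in 22 of the 30 alternatives set before the data were examined. Among those outside were at least 10 counts in every library (273 DEGs) and the fit without MM1S RSL3 replicate 1 (315 DEGs).

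Of these genes, the paper gives 95 as reverted by Fer-1. Here 0 genes were reverted in both lines, with 881 and 821 genes at an unadjusted p under 0.05 for Fer-1 in MM1R and MM1S cells. None of the alternatives run came within 1.5 times, and DESeq2 with an FDR under 0.5 was not among them. In the averaged comparison 5 genes were reverted, and of the alternatives set before the data were examined, no filter on low counts (114 genes) and an FDR under 0.5 (119 genes), the threshold written in the paper's methods, came within, while the others did not.

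The correlation of log2 fold changes between the lines is about 0.95 in Fig. 2b, read by eye, and was 0.985 here. It fell within the error with DESeq2, no filter on low counts, the passage as a replicate block (where 215 genes were common DEGs), an FDR under 0.5 or 0.01, over genes significant in either line, and without MM1R untreated replicate 1, MM1R untreated replicate 2, MM1R RSL3 replicate 3, MM1S RSL3 replicate 1, MM1S untreated replicate 1, MM1S RSL3 replicate 3 or MM1S untreated replicate 3. It did so too with the block and GC content and gene length offsets and with DESeq2 and the block, which were chosen after seeing the values.

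The paper names FTH1, FTL, CHAC1 and HSPB1 among the common upregulated genes. FTH1 had log2 fold changes of 0.36 (MM1R, FDR = 0.479) and 0.72 (MM1S, FDR = 0.11) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and no setting made it a common DEG. FTL and HSPB1 were DEGs in MM1S cells and CHAC1 in MM1R cells. FTL also passed in MM1R cells without a filter, at an FDR under 0.5 and with the replicate block and offsets (1.04, FDR = 0.0436), chosen after seeing the values. CHAC1 passed in MM1S cells with DESeq2 (1.94), without a filter, with the replicate block (2.34, FDR = 0.0107), without MM1S untreated replicate 2, at an FDR under 0.5, and with the replicate block and offsets or DESeq2 and the block, both chosen after seeing the values. HSPB1 passed in MM1R cells without a filter, at an FDR under 0.5 and without MM1S RSL3 replicate 1 (1.54, FDR = 0.0133).

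Among the genes that the paper names as reverted by Fer-1, only MT1F, MT1G, MT1X and MT2A were reverted here, in the averaged comparison. NR4A1, NR4A2, NR4A3, FOXA1 and MT1H passed the threshold for Fer-1 in it with DESeq2, without a filter, at an FDR under 0.5, without MM1S RSL3 replicate 3 and with the DESeq2 models chosen after seeing the values, and NR4A3 and MT1H with the replicate block. KDM6B passed for Fer-1 at an FDR under 0.5, and for RSL3 in MM1S cells without a filter, at an FDR under 0.5 and without MM1S RSL3 replicate 3. FOXA1 was a DEG of RSL3 in both lines with DESeq2, without a filter and at an FDR under 0.5. ZNF605, ZNF175 and ZNF486 passed for Fer-1, upward, without a filter, with the replicate block and at an FDR under 0.5, ZNF486 also with DESeq2, but were not DEGs of RSL3 (log2 fold changes of -0.70, 0.11 and -0.15 in MM1S cells). In Fig. 2d most values in the RSL3 row lie below zero, while the metallothionein and NR4A genes rose here (MT2A by 7.92 and 8.17). The paper names inflammation and fatty acid metabolism among the changed processes. The list of inflammatory and cytokine genes did not pass the threshold here (adjusted p = 0.212 and 0.612 with camera from limma), and the fatty acid and cholesterol genes fell, past the threshold in MM1S cells (median -0.17, adjusted p = 0.0124). These measures are unlike the paper's. Its inflammation term came from an enrichment of DEGs with Metascape, while camera tested a shift of 9 listed inflammatory genes in 1 direction. The list result therefore does not contradict that enrichment.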

Other observations

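The main fit, the gene list tests and the alternatives set before the data were examined were planned. The splits of 6 libraries in a single line and of the averaged RSL3 comparison were also planned. So was the simulation of shared RSL3 libraries for the common DEGs. All other tests in this part were chosen only after the result was seen.

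For the DEGs of RSL3, 1 of the 10 splits of the 6 libraries gave as many in MM1R cells and 1 in MM1S cells, too few splits alone to exclude chance. It is argued against by the other line, which shares no library, where 97.7% of the DEGs of MM1R cells and 100% of those of MM1S cells had the same direction, against 73.0% of all genes tested. For the comparison averaged over both lines, 1 of 100 drawn splits gave as many DEGs (462) and 1 of 100 as many common DEGs (105), the real one each time, and 1 of 32 exchanges within passages gave as many averaged DEGs. The median total count of the RSL3 libraries was 1.00 times that of the untreated libraries, so library size differed too little to act as a cause. A few genes taking most of the counts would shift all others together, but with libraries scaled by total counts alone the median of all genes shifted by at most 0.28 in a passage (log2), against the threshold of 1 for a DEG. With offsets for GC content and gene length in the fit with the passage as a block, 96.6% of 537 averaged DEGs (519 genes) remained. When the RSL3 and Fer-1 + RSL3 libraries were split anew, 32 of 100 splits gave as many common DEGs against untreated cells, with up to 203, which argues against the choice of libraries that carry Fer-1 as the cause.

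For Fer-1 and RSL3 against RSL3 in a single line, 0 DEGs were found, with 881 genes in MM1R cells and 821 in MM1S cells at an unadjusted p under 0.05, as were 0 for the difference between the lines in the RSL3 response, with 222 genes at an unadjusted p under 0.05. No split can give fewer than 0, so that 10 of 10 splits and 100 of 100 drawn splits with as many decide nothing. Averaged over both lines, 1 of 100 drawn splits gave as many DEGs of Fer-1 (8), and 2 of 100 gave as many reverted genes (5), as did 1 of 32 exchanges within passages. The shared RSL3 libraries are argued against as the whole cause of these reverted genes, since simulations with no effect of Fer-1 gave at most 0. For the common DEGs 0 were reverted, so the 0 of the simulations decides nothing. HES1, among the DEGs of Fer-1, fell by 1.17 on the log2 scale (FDR = 0.0328, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).

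The metallothionein response varied between passages. The summed CPM of 10 metallothionein genes was 2390, 26.9 and 825 in the MM1R and 3385, 161 and 64.2 in the MM1S RSL3 libraries. Dilution with untreated RNA is argued against, since the NRF2 targets had a median log2 change of at least 0.45 in every passage. An exchange of RSL3 and Fer-1 + RSL3 libraries is argued against, since the list was lower with Fer-1 in 6 of 6 passages. Reads shared between paralogs are argued against for the fall with Fer-1, since the sum was at least 2.52 times higher with RSL3 in every passage. The passage itself is the difference that the design names, and it was not tested apart from other differences between cultures.

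CHAC1 was higher with Fer-1 and RSL3 than with RSL3 alone in 6 of 6 passages, by a mean of 1.28 on the log2 scale (0.93 to 1.66), at 198 ± 63.9 against 84.8 ± 24.3 CPM in MM1R cells and 259 ± 46.4 against 102 ± 28.1 CPM in MM1S cells. Chance differences between passages are argued against, since in 1 of 32 sign flips of the passages, the real one, any of 21 genes looked at had a mean as large against its SD (4.68, at most 1.96 in the other flips, exact sign-flip p = 0.0312 adjusted over these genes). The evidence is limited, since the exact p of single genes adjusted by the Benjamini-Hochberg method, tried first, was 0.0597, a value that ties at the smallest p had fixed. Over all genes tested, the averaged difference had an FDR of 0.184, and of 0.0509 with the passage as a block, short of the threshold. The library with MM1S transcripts is argued against, since the mean was 1.33 without its passage. An effect of Fer-1 on CHAC1 stays open.

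Genes chosen as DEGs in one line were measured in the other, which shares no library. The 171 DEGs of MM1R cells had a median change in their direction of 1.36 with RSL3 and 1.19 with Fer-1 and RSL3 in MM1S cells (log2), and the 230 DEGs of MM1S cells 1.37 and 1.25 in MM1R cells. Of these, 167 of 171 and 230 of 230 moved in the same direction, with and without Fer-1. Since MM1R Fer-1 + RSL3 replicate 2 held MM1S transcripts, the values with Fer-1 are not independent between the lines.

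The senescence genes changed by a median log2 fold change of 0.09 in MM1R cells (8 of 11 higher, adjusted p = 0.439) and 0.06 in MM1S cells (0.10 with genes at the floor set at their bound, 7 of 11 higher by the fitted fold change, adjusted p = 0.767), by camera from limma. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, RSL3 changed H2AFZ by -0.11 (FDR = 0.774) in MM1R and -0.04 (FDR = 0.924) in MM1S cells, H2AFY by 0.04 (FDR = 0.911) and 0.06 (FDR = 0.843), ATM by 0.08 (FDR = 0.881) and -0.36 (FDR = 0.308), ATR by 0.03 (FDR = 0.933) and -0.17 (FDR = 0.511), and ACTB by -0.22 (FDR = 0.614) and -0.04 (FDR = 0.949).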
